# Modulation of Plant and Fungal Gene Expression Upon Cd Exposure and Symbiosis in Ericoid Mycorrhizal *Vaccinium myrtillus*

**DOI:** 10.3389/fmicb.2020.00341

**Published:** 2020-03-09

**Authors:** Salvatore Casarrubia, Elena Martino, Stefania Daghino, Annegret Kohler, Emmanuelle Morin, Hassine-Radhouane Khouja, Claude Murat, Kerrie W. Barry, Erika A. Lindquist, Francis M. Martin, Silvia Perotto

**Keywords:** Cd tolerance, transcriptomics, ericoid mycorrhiza, *Oidiodendron maius*, *Vaccinium myrtillus*

## Abstract

The success of Ericaceae in stressful habitats enriched in heavy metals has been ascribed to the distinctive abilities of their mycorrhizal fungal partners to withstand heavy metal stress and to enhance metal tolerance in the host plant. Whereas heavy metal tolerance has been extensively investigated in some ericoid mycorrhizal (ERM) fungi, the molecular and cellular mechanisms that extend tolerance to the host plant are currently unknown. Here, we show a reduced Cd content in Cd-exposed mycorrhizal roots of *Vaccinium myrtillus* colonized by a metal tolerant isolate of the fungus *Oidiodendron maius* as compared to non-mycorrhizal roots. To better understand this phenotype, we applied Next Generation Sequencing technologies to analyze gene expression in *V. myrtillus* and *O. maius* Zn grown under normal and Cd-stressed conditions, in the free living and in the mycorrhizal status. The results clearly showed that Cd had a stronger impact on plant gene expression than symbiosis, whereas fungal gene expression was mainly regulated by symbiosis. The higher abundance of transcripts coding for stress related proteins in non-mycorrhizal roots may be related to the higher Cd content. Regulated plant metal transporters have been identified that may play a role in reducing Cd content in mycorrhizal roots exposed to this metal.

## Introduction

Cadmium (Cd) is an extremely dangerous pollutant due to its high toxicity and persistence in the ecosystems. Cd can be easily taken up by plant roots thus entering the food chain and causing serious threats to animal and human health (Pinto et al., 2004; Peralta-Videa et al., 2009). Cd adversely affects plant growth and functioning even at low concentrations, with evident symptoms of chlorosis and imbalanced water and nutrients uptake (Küpper and Andresen, 2016). Due to its chemical similarity with trace elements – such as zinc (Zn), iron (Fe), and calcium (Ca) – and its high affinity for protein sulfhydryl groups, Cd can displace divalent cations and interfere with protein functioning. Although Cd does not participate directly to the generation of reactive oxygen species (ROS), Cd exposure leads to lipid and protein peroxidation and DNA damage likely because it interferes with the scavenging defense system involved in redox homeostasis (Bertin and Averbeck, 2006; Küpper and Andresen, 2016). Moreover, Cd is mutagenic because it interferes with the cellular mechanisms of DNA damage repair (Giaginis et al., 2006). In addition to oxidative stress and genotoxicity, Cd-induced effects in plants include inhibition of the photosynthetic apparatus and of root metabolism.

Extracellular avoidance mechanisms, such as secretion of chelating compounds or immobilization on cell wall components, may effectively reduce heavy metal accumulation in the plant cytoplasm (Sanità di Toppi and Gabbrielli, 1999). In addition, plants have a range of enzymatic and non-enzymatic scavenging mechanisms to avoid the deleterious effects of Cd within the cell, with the production of active metabolites such as glutathione, metallothioneins, and phytochelatins. These thiol-containing ligands can prevent uncontrolled Cd binding to non-target sites and are likely involved in metal sequestration into the vacuole (Clemens, 2006a; Küpper and Andresen, 2016). On the other hand, enzymes such as superoxide dismutase, catalase, ascorbate peroxidase, peroxidases, and antioxidant secondary metabolites (e.g., ascorbic acid, carotenoids, tocopherols) can buffer increased concentrations of intracellular ROS (Das and Roychoudhury, 2014).

In addition to these mechanisms, most plants can also cope with heavy metals by taking advantage of beneficial interactions with soil microorganisms. Among them, the symbiotic association with mycorrhizal fungi can increase the effectiveness of both avoidance and tolerance mechanisms against heavy metals (Luo et al., 2014; Ferrol et al., 2016; Ruytinx et al., 2016). Mycorrhizal fungi have been suggested to increase heavy metal tolerance of their host plant by different mechanisms, such as: (i) general health and growth improvement due to increased nutrient uptake, (ii) chelation/sequestration of toxic metals by external fungal structures (e.g., cell walls) or subcellular compartments (e.g., vacuoles and/or endoplasmic reticulum), (iii) regulation of plant metal import-export fluxes, (iv) induction of enzymatic and non-enzymatic mechanisms that allow plants to neutralize ROS produced by heavy metals (Garg and Bhandari, 2014; Luo et al., 2014; Ferrol et al., 2016).

Ericoid mycorrhiza (ERM) is an endosymbiosis that involves plants in the family Ericaceae and fungi mainly in the Leotiomycetes (Ascomycetes) and some Sebacinales (Basidiomycetes) (Perotto et al., 2012). Natural soils colonized by ericaceous plants are generally acidic, thus facilitating mobilization of heavy metals (Read, 1996; Cairney and Meharg, 2003). Bradley et al. (1981, 1982) first demonstrated that ericaceous plants can survive in metal-polluted soil conditions because of their association with ERM fungi. It was later demonstrated that ERM fungi from polluted soils can withstand high concentrations of Zn and Cd (Martino et al., 2000), and the ERM metal tolerant isolate *Oidiodendron maius* Zn was developed as a model system to investigate functional traits involved in fungal metal tolerance, with the release of the complete sequenced genome (Kohler et al., 2015). However, although some mechanisms of Cd tolerance have been identified in *O. maius* Zn (Daghino et al., 2016; Ruytinx et al., 2016), the molecular and cellular mechanisms that protect ERM plants and enable them to cope with toxic Cd levels are currently unknown. To start addressing this question, and more in general to understand how the plant and the fungus respond to Cd in symbiotic and asymbiotic conditions, we have grown *O. maius* Zn and its host plant *Vaccinium myrtillus* under control and Cd stressed conditions, and analyzed their metal content and transcriptomes in the free living and in the mycorrhizal status.

## Materials and Methods

### Fungal Strains

*Oidiodendron maius* Zn (hereafter *O. maius*) was isolated from the roots of *V. myrtillus* growing in experimental plots in the Niepolomice Forest (25 km northeast of Kraków, Poland), treated with industrial dusts containing high concentrations of heavy metals (Martino et al., 2000). This strain was deposited at the Mycotheca Universitatis Taurinensis collection (MUT1381; University of Turin, Italy) and at the American Type Culture Collection (ATCC MYA-4765; Manassas, VA, Untied States). The sequenced genome of *O. maius* is available on the Mycocosm website^1^.

### Plant and Fungal Growth in Control and Cd-Stressed Conditions

Non-mycorrhizal and mycorrhizal roots of *V. myrtillus* were obtained *in vitro* (Supplementary Figure S1) on a MMN medium (KH_2_PO_4_ 0.5 g L^–1^, BSA – bovine serum albumin, SIGMA – 0.1 g L^–1^, CaCl_2_^∗^2H_2_O 0.066 g L^–1^, NaCl 0.025 g L^–1^, MgSO_4_^∗^7H_2_O 0.15 g L^–1^, thiamine-HCl 0.1 g L^–1^, FeCl_3_^∗^6H_2_O 0.001 g L^–1^, agar 10 g L^–1^, final pH 4.7) as described in Kohler et al. (2015). In addition, for the Cd stressed condition, both *O. maius* and *V. myrtillus* were grown on the same medium containing 1 μM Cd (added as 3CdSO_4_^∗^8H_2_O). This Cd concentration was chosen because preliminary growth tests on non-mycorrhizal *V. myrtillus* seedlings had resulted, at higher Cd concentrations, in highly reduced plant growth and toxicity symptoms (Supplementary Figure S2). For RNA extraction, roots and aerial parts of mycorrhizal and non-mycorrhizal plants, as well as free living fungal mycelia, were sampled after 45 days of growth on control and Cd-amended medium (see next section). For ICP analysis, roots and aerial parts were processed as reported below.

### RNA-Seq and Data Analyses

For RNA extraction, root samples were weighted and immediately frozen in liquid nitrogen. Pooled samples were prepared containing roots of at least 10 *V. myrtillus* plants. Three pooled samples were analyzed for each treatment. RNA extraction and identification of mycorrhiza- and Cd-induced transcripts were performed as described in Kohler et al. (2015). Illumina HiSEq2500 sequencing (2 bp × 150 bp) was performed at the Joint Genome Institute (JGI, Walnut Creek, CA, United States). For the RNA-Seq experiment, three separate libraries were prepared from three biological replicates for each condition. CLC genomic workbench was used for trimming, alignment and identification of differentially expressed genes as described in Kohler et al. (2015). Filtered fastq files of plant-only samples were used as input for *de novo* assembly of *V. myrtillus* RNA contigs. Reads were assembled into consensus sequences using Trinity (ver. 2.1.1) (Grabherr et al., 2011). Contigs were annotated following BlastX searches against the *Arabidopsis thaliana*^2^ and the *Vaccinium macrocarpon* (Polashock et al., 2014) (http://bmcplantbiol.biomedcentral.com/articles/10.1186/1471-2229-14-165) databases.

The complete data sets have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE119266 (*O. maius* data set) and GSE119554 (*V. myrtillus* data set).

### Measure of Cd Content

*Vaccinium myrtillus* roots and above-ground portions of mycorrhizal and non-mycorrhizal plants were collected and oven dried at 70°C until reaching a constant weight. The material was totally digested by a treatment in nitric acid 6M at 90°C for 1 h. After filtration with GF/C filters (Whatman) and appropriate dilution in milliQ water, the metal content was finally determined using Induced Coupled Plasma-Optical Emission Spectrometry (ICP-OES Vista MPX, Varian, Department of Earth Sciences, University of Turin, Italy). Controls made up of ultrapure water and nitric acid were also analyzed. The results are the mean of four biological replicates, obtained by pooling the material from 8 *V. myrtillus* plants.

### Bioinformatic Analyses

KEGG enrichment analyses was performed using the R package (“clusterProfiler”) in order to identify pathways that may be over-represented in the *V. myrtillus* and in the *O. maius* transcripts regulated by Cd and/or by the mycorrhizal symbiosis.

Putative transporters were predicted by Blastp against the Transporter Classification Database (TCDB)^3^ (Saier et al., 2016) with e-value ≤ 10^–5^, TCDB subfamily pfam domains were added to help annotate the potential transporters. Venn diagrams were built by using the web-tool http://bioinfogp.cnb.csic.es/tools/venny/index.html (Oliveros J. C., 2015).

Hierarchical clustering was performed by using hclust (R package Stats) with the Ward.D2 method, and the Pheatmap R package was used to build the heatmap plots and to perform the correlation analyses.

### Statistical Analyses

The significance of differences among the different treatments was statistically evaluated by ANOVA with Tukey’s pairwise comparison as *post hoc* test for multiple comparisons for data with normal distribution. Kruskal–Wallis with Bonferroni-corrected pairwise Mann–Whitney *post hoc* adjustment was used as statistical test for data with non-normal distribution. The differences were considered significant at a probability level of *p* < 0.05.

## Results

### Growth and Cd Accumulation

Symbiotic and asymbiotic growth of *V. myrtillus* seedlings and *O. maius* mycelium was measured on MMN medium amended with 1 μM Cd or unamended (control treatment). Preliminary growth tests with non-mycorrhizal *V. myrtillus* seedlings at higher Cd concentrations had resulted in severely impaired plant growth and toxicity symptoms (Supplementary Figure S2), so we chose this relatively low Cd concentration to investigate plant gene expression under comparable growth conditions in mycorrhizal and non-mycorrhizal roots.

In fact, under asymbiotic conditions, 1 μM Cd did not impair plant root biomass production, when compared with plants grown on control medium (Figure 1). Root biomass significantly increased in mycorrhizal *V. myrtillus*, irrespective of Cd exposure (Figure 1A). Similarly, growth of the aerial portions (stems and leaves) was not affected by Cd in asymbiotic *V. myrtillus* seedlings. A significant biomass increase of aerial parts, as compared to non-mycorrhizal plants, was only observed in mycorrhizal plants grown on control medium (Figure 1A). No differences in fungal biomass were observed when the free-living mycelium was grown on control or Cd amended medium (Figure 1C).

**FIGURE 1:**
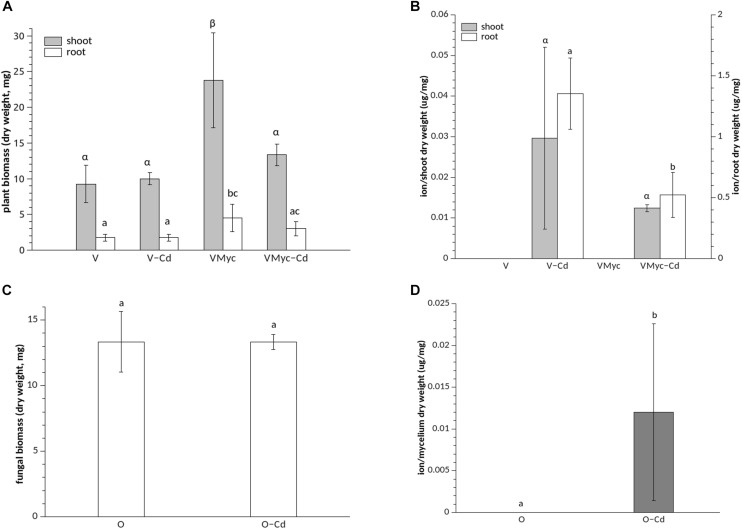
Growth and Cd concentrations in *Vaccinium myrtillus* roots and shoots and in *Oidiodendron maius* Zn. **(A)** Dry weight biomass of control (VMyc) and Cd-stressed mycorrhizal (VMyc-Cd) roots and shoots was compared with non-inoculated control (V) and Cd-stressed (V-Cd) roots and shoots of *V. myrtillus*. **(B)** Cd concentrations were quantified in the roots and in the shoots of mycorrhizal and non-mycorrhizal *V. myrtillus* seedlings, grown under control and Cd-stressed conditions. **(C)** Dry weight biomass of control and Cd-exposed *O. maius* Zn mycelium. **(D)** Cd concentrations in control and Cd-exposed *O. maius* Zn mycelium. Bars represent the mean ± SD, *n* = 4. Different letters (Greek letters for shoots and Latin letters for roots in A and B) indicate statistically significant differences (*p* < 0.05) according to ANOVA with Tukey’s as *post hoc* test.

Mycorrhizal roots of *V. myrtillus* showed a significantly lower Cd content than non-mycorrhizal roots (Figure 1B). We also measured Fe content because Cd is known to interfere with Fe homeostasis by reducing Fe uptake (Clemens, 2006a). The Fe content was higher in mycorrhizal than in non-mycorrhizal *V. myrtillus* roots but, at the concentration used in this study, Cd did not interfere with Fe content in the plant roots or in the fungus (Supplementary Figure S3).

### Analysis of the *V. myrtillus* and *O. maius* Zn Transcriptomes

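The fungal libraries came from 4 groups of 3 biological replicates each, sampled after 45 days of growth. They were free-living O. maius mycelium on control medium (O) or on medium with 1 μM Cd (O-Cd), and O. maius in V. myrtillus roots on control medium (OMyc) or on medium with 1 μM Cd (OMyc-Cd). For each of 16703 gene models, the authors deposited the reads assigned to the gene as counts, both in total and for reads that map to a single gene, together with RPKM. The total gene reads per sample ranged from 28268490 to 31299122 in O, from 24088363 to 30764564 in O-Cd, from 5914816 to 7402776 in OMyc and from 6963178 to 12527480 in OMyc-Cd. Lower depth thus coincided with symbiosis, and a partial effect of depth cannot be separated from that of symbiosis. On RPKM, which is scaled to depth, 2949 genes were up-regulated and 1825 down-regulated in OMyc vs. O, as defined below. Depth alone would not move genes this far in both directions. The counts thus argue against depth as the whole cause for these genes. They do not bear on a background of reads in the mycorrhizal libraries. With such a background subtracted, a setting chosen after seeing the values, 1927 genes were up-regulated and 2117 down-regulated. Pairs of groups were compared with edgeR's quasi-likelihood test on the total gene reads of the 6 samples concerned, with TMM normalization, over the genes with at least 10 reads in at least 3 samples. A gene was counted as significant at an adjusted p-value (Benjamini-Hochberg) under 0.05. As in the paper, it was counted as up-regulated or down-regulated when the ratio of the group means, here of the deposited RPKM, was also above 2 or below 0.5.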

The same growth conditions described above were used to generate plant and fungal samples for RNAseq, as described in Kohler et al. (2015). Since the *V. myrtillus* genome sequence is not yet available, a *de novo* assembly of the *V. myrtillus* reads was generated and the 414.986 contigs were annotated by BlastX searches against the *Vaccinium macrocarpon* (Polashock et al., 2014) and the *Arabidopsis thaliana* proteomes.

Principal component analysis (PCA) was used to investigate plant and fungal transcriptomic distribution patterns in control and Cd-exposed conditions, in the free living and in the mycorrhizal status (Supplementary Figure S4). A clear Cd effect on the transcriptomic profile of mycorrhizal and non-mycorrhizal *V. myrtillus* roots could be observed (Supplementary Figure S4), whereas plant transcripts from mycorrhizal and non-mycorrhizal *V. myrtillus* roots partially overlapped in the control and the Cd-treated conditions (Supplementary Figure S4A). Concerning *O. maius*, the PCA indicated a stronger impact of the symbiotic status on the fungal transcriptomic profile than the Cd treatment, with a large overlapping between samples exposed to Cd or grown on control medium (Supplementary Figure S4B).

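On the log2(RPKM + 1) values of the 15243 genes with at least 10 reads in at least 3 of the 12 samples, symbiosis accounted for 68.5% of the variance and Cd for 5.61%. When the lifestyle labels were permuted within each Cd level, 2 of the 400 regroupings gave as large a share for symbiosis (exact permutation test, one-sided, p = 0.005, the smallest p that this design allows). With the Cd labels permuted within each lifestyle, 14 of the 400 regroupings gave as large a share for Cd (exact permutation test, one-sided, p = 0.035). The share of Cd is for its change averaged over both lifestyles, so changes in opposite directions cancel in it. Across genes, the log2 fold changes of O-Cd vs. O and OMyc-Cd vs. OMyc had a Pearson correlation of -0.093. No share was computed for the interaction of Cd and lifestyle, so 5.61% may understate the effect of Cd. Rescaling the samples by median ratios moved the share of symbiosis most, to 70.8%. Leaving out O-Cd replicate 3 gave a Cd share of 6.01% with p = 0.085 (exact permutation test over 200 regroupings). Correlations between samples across genes ranged from 0.937 to 0.983 between O and O-Cd, from 0.933 to 0.954 between OMyc and OMyc-Cd, and from 0.755 to 0.844 between O and OMyc. From the PCA, the paper states a stronger impact of the symbiotic status than of the Cd treatment.

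**Figure D1:**
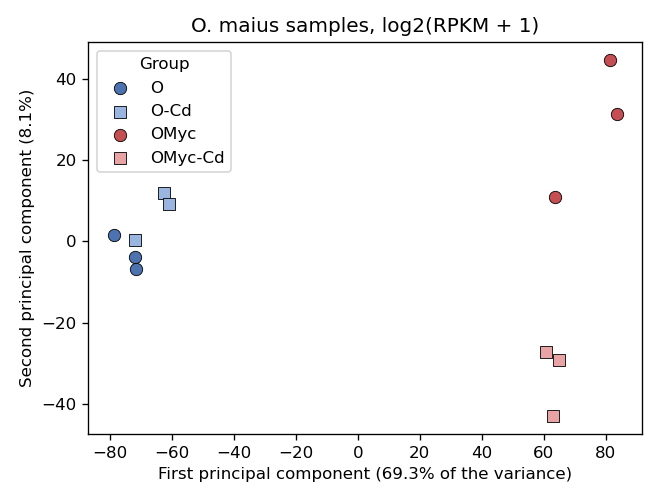
First and second principal components of log2(RPKM + 1), which hold 69.3% and 8.06% of the variance, with a point for each of the 12 samples. The free-living samples lie between -78.8 and -60.9 on the first component and the mycorrhizal samples between 60.9 and 83.7.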

Three different pairwise comparisons were made to better dissect the responses of *V. myrtillus* and *O. maius* to Cd or to symbiosis. We investigated in particular: (1) the influence of Cd on plant and fungal gene expression in free-living conditions, (2) the influence of Cd on plant and fungal gene expression in symbiosis and (3) the influence of symbiosis on plant and fungal gene expression on control medium (see codes in Supplementary Table S1). For *V. myrtillus*, Supplementary Table S2 reports the total number of contigs identified with significant *p*-value (*p* < 0.05) and the percentage of protein hits found in the *A. thaliana* or in the *V. macrocarpon* databases. Since a higher percentage of translated *V. myrtillus* transcripts aligned with *A. thaliana* proteins for two out of the three comparisons (Supplementary Table S2), further analyses only considered *V. myrtillus* transcripts that found a protein hit on the *A. thaliana* database.

We considered FC > 2 as threshold values for the up-regulated transcripts and FC < 0.5 for the down-regulated transcripts (Table 1). 

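In O-Cd vs. O, 0 of 14535 genes tested had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.0785. Without adjustment, 2620 genes had a p-value under 0.05, where 727 would be expected if no gene differed. With DESeq2 in place of edgeR, 742 genes were significant, of which 290 were up-regulated and 121 down-regulated. On simulated counts of these libraries with no gene changed, DESeq2 called 29 genes and edgeR 0. In OMyc vs. O, 6849 of 14826 genes were significant, 2949 of them up-regulated and 1825 down-regulated. With the fold change taken from the log2 coefficients, 3221 were up-regulated and 1247 down-regulated, and with DESeq2 3284 and 1317. In OMyc-Cd vs. OMyc, 2031 of 14541 genes were significant, 255 of them up-regulated and 668 down-regulated. Leaving out OMyc replicate 3 raised the significant genes in this comparison to 4228, and leaving out each of the other 5 samples lowered them, to between 974 and 1551. In OMyc-Cd vs. O-Cd, 7634 of 14641 genes were significant, 2103 of them up-regulated and 1800 down-regulated. Among the genes whose samples of the 2 groups did not overlap, gene 157876 had the smallest ratio in OMyc vs. O, with 4854 ± 410.4 RPKM in O and 12.5 ± 2.68 RPKM in OMyc (SD, n = 3; log2 fold change -8.45, standard error 0.47, edgeR adjusted p = 1.4e-06). In OMyc-Cd vs. OMyc, gene 107026 had the largest ratio, with 7.77 ± 2.50 RPKM in OMyc and 152.0 ± 35.7 RPKM in OMyc-Cd (log2 fold change 4.38, standard error 0.28, edgeR adjusted p = 2.5e-06), and 80.1% of its reads mapped to a single gene. Gene 108092 had the smallest, with 64.8 ± 7.82 RPKM in OMyc and 0.801 ± 0.444 RPKM in OMyc-Cd (log2 fold change -6.34, standard error 0.23, edgeR adjusted p = 3e-08). The files do not pair these 3 identifiers with a gene name.

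**Figure D2:**
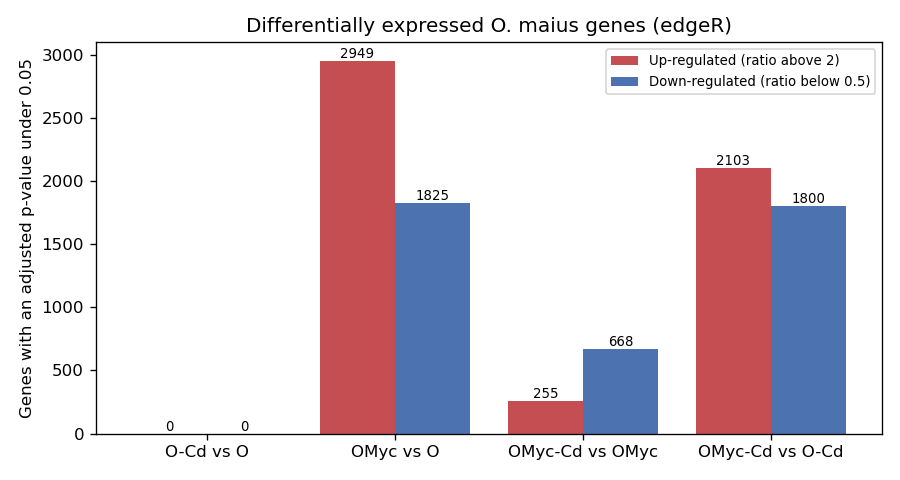
Number of genes with an adjusted p-value under 0.05 and a ratio of group means above 2 (up-regulated) or below 0.5 (down-regulated) in each comparison, from edgeR. The bars stand at 0 for O-Cd vs. O and at 2949 and 1825 for OMyc vs. O.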

For the three different pairwise comparisons, a complete list of the significantly regulated plant and fungal transcripts is reported in Supplementary Table S3.

**TABLE 1:** Number of transcripts regulated in *O. maius* Zn and *V. myrtillus.*

Organism	Comparison	Total n° of transcripts *p* < 0.05	Up-regulated genes FC > 2	Down-regulated genes FC < 0.5
*V. myrtillus* (V) *De novo*	V-Cd vs. V	227	109	37
	VMyc vs. V	217	181	2
	VMyc-Cd vs. VMyc	453	147	158
*O. maius* Zn (O)	O-Cd vs. O	501	120	14
	OMyc vs. O	7597 (7527 + 70MS^∗^)	1636 (1566 + 70MS)	1683
	OMyc-Cd vs. OMyc	743	176	198

*The total number of transcripts were counted using *p* < 0.05 as Baggerley’s test significance threshold. FC values higher than 2 and lower than 0.5 were considered to count up- and down-regulated transcripts in the different comparisons for both *O. maius* Zn and *V. myrtillus.* Only the transcripts annotated in the *A. thaliana* genome were considered (see Supplementary Table S3). ^∗^MS mycorrhizal specific.*

### Functional Annotation of the *V. myrtillus* and *O. maius* Transcriptomes

The Kyoto Encyclopedia of Genes and Genomes (KEGG) is widely used to identify the activation/inactivation of specific biochemical pathways. Functional KEGG enrichment analyses identified some over-represented pathways regulated by Cd and/or by symbiosis (Supplementary Figure S5). In non-mycorrhizal *V. myrtillus* roots, pathways up-regulated by Cd (V-Cd vs. V) were “Starch and sucrose metabolism,” “Protein processing in endoplasmic reticulum,” and “Cyanoamino acid metabolism.” In mycorrhizal roots, “Glutathione metabolism” and “Sesquiterpenoid and triterpenoid biosynthesis” pathways were specifically induced by Cd (VMyc-Cd vs. VMyc), together with enzymes involved in photosynthesis (Supplementary Figure S5).

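Table S3 gives the KEGG definition cyclohexanone monooxygenase to 3 genes of the O-Cd vs. O list and beta-lactamase to 2 others. Each of the 5 genes had higher RPKM in all O-Cd samples than in all O samples, the samples in which the list was selected, and none passed the adjusted threshold with edgeR. Gene 169525 rose from 23.7 ± 7.32 RPKM in O to 119.5 ± 36.1 in O-Cd (SD, n = 3; log2 fold change 2.28, standard error 0.37, edgeR adjusted p = 0.084). Gene 169514 rose from 13.2 ± 3.83 to 45.4 ± 11.5 RPKM (log2 fold change 1.73, edgeR adjusted p = 0.079), and passed the threshold (adjusted p = 0.0291) when O replicate 1 was left out. Gene 181402 rose from 15.2 ± 2.36 to 43.2 ± 1.49 RPKM (log2 fold change 1.47, edgeR adjusted p = 0.079). Of the beta-lactamase genes, 173775 rose from 35.5 ± 12.5 to 100.1 ± 23.1 RPKM (log2 fold change 1.42, edgeR adjusted p = 0.11) and 123708 rose from 5.86 ± 0.992 to 15.9 ± 0.0698 RPKM (log2 fold change 1.38, edgeR adjusted p = 0.084). With DESeq2, and with all 12 samples in the edgeR fit, all 5 passed the threshold.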

In *O. maius* (Supplementary Figure S5), no over-represented metabolic pathways could be identified among the genes up-regulated by Cd in symbiosis (OMyc-Cd vs. OMyc), whereas KEGG pathways for “Cyclohexanone monooxygenase” and “Beta-lactamase” were up-regulated by Cd in the free-living mycelium (O-Cd vs. O). Among the fungal genes down-regulated by Cd in both symbiotic and asymbiotic conditions, Carbohydrate-Active Enzymes (CAZymes) were over-represented (Supplementary Figure S5).

### Shared and Specific *V. myrtillus* and *O. maius* Transcripts Induced by Cd Stress and Mycorrhizal Symbiosis

Venn diagrams were built to visualize unique and shared up-regulated (FC > 2) and down-regulated (FC < 0.5) transcripts in both *V. myrtillus* (Figures 2, 3) and *O. maius* (Figures 4, 5). In *V. myrtillus*, symbiosis on control medium (VMyc vs. V) induced the highest number (170) of specific transcripts (Figure 2). In mycorrhizal roots, Cd exposure (VMyc-Cd vs. VMyc) led to a similar number of up-regulated (103) and down-regulated (137) specific transcripts (Figures 2, 3). Interestingly, most *V. myrtillus* transcripts involved in glutathione (GSH) metabolism were specifically induced by Cd in mycorrhizal roots (VMyc-Cd vs. VMyc, Figure 2), whereas heat shock proteins (HSPs) were particularly abundant among transcripts specifically up-regulated by Cd in non-mycorrhizal roots (V-Cd vs. V) (Figure 2). In mycorrhizal roots exposed to Cd, transcripts coding for ß-glucosidases (mainly belonging to Class 12) were specifically down-regulated, whereas these enzymes were up-regulated in the other two pairwise comparisons (Figures 2, 3). *V. myrtillus* transcripts coding for laccase, Cu/Zn superoxide dismutase, cupredoxin, expansin, glyoxal oxidase were also found to be specifically down-regulated in mycorrhizal roots exposed to Cd (Supplementary Table S3).

**FIGURE 2:**
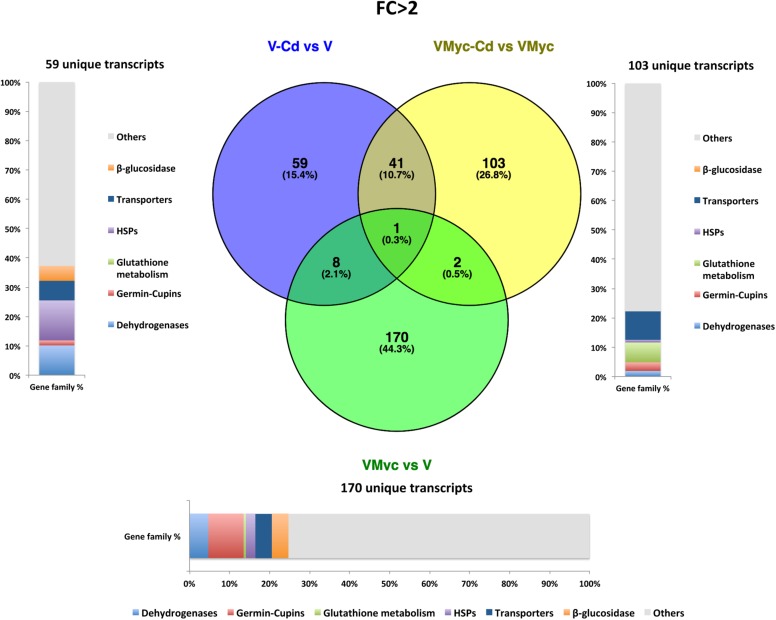
Shared and specific Cd- and symbiosis up-regulated *V. myrtillus* transcripts. Venn diagrams showing shared and specific up-regulated (FC > 2) transcripts of *V. myrtillus* in the following comparisons: mycorrhizal roots versus non-mycorrhizal roots on control medium (VMyc vs. V), mycorrhizal roots exposed to Cd versus mycorrhizal roots on control medium (VMyc-Cd vs. VMyc), non-mycorrhizal roots exposed to Cd versus non-mycorrhizal roots on control medium (V-Cd vs. V). Distribution of specifically up-regulated transcripts in six gene families: dehydrogenases, β-glucosidases, germin/germin-like proteins and cupins (germin-cupins), heat shock proteins (HSPs), transporters and proteins involved in glutathione metabolism is shown for up-regulated genes in the three pairwise comparisons. The chart represents abundance of transcripts in each family as percentage of the total number of specifically up-regulated transcripts.

**FIGURE 3:**
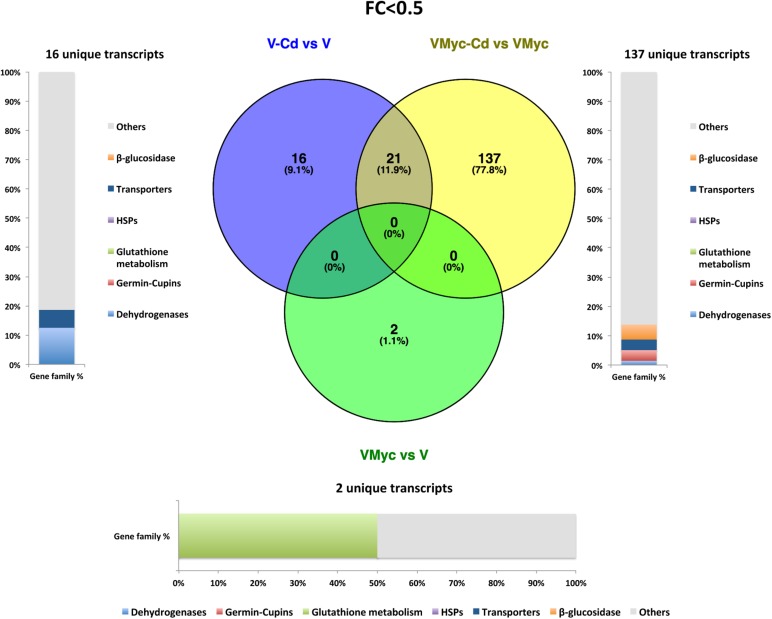
Shared and specific Cd- and symbiosis down-regulated *V. myrtillus* transcripts. Venn diagrams showing shared and specific down-regulated (FC < 0.5) transcripts of *V. myrtillus* in the following comparisons: mycorrhizal roots versus non-mycorrhizal roots on control medium (VMyc vs. V), mycorrhizal roots exposed to Cd versus mycorrhizal roots on control medium (VMyc-Cd vs. VMyc), non-mycorrhizal roots exposed to Cd versus non-mycorrhizal roots on control medium (V-Cd vs. V). Distribution of specifically down-regulated transcripts in six gene families: dehydrogenases, β-glucosidases, germin/germin-like proteins and cupins (germin-cupins), HSPs, transporters and proteins involved in glutathione metabolism is shown for down-regulated genes in the three pairwise comparisons. The chart represents abundance of transcripts in each family as percentage of the total number of specifically down-regulated transcripts.

**FIGURE 4:**
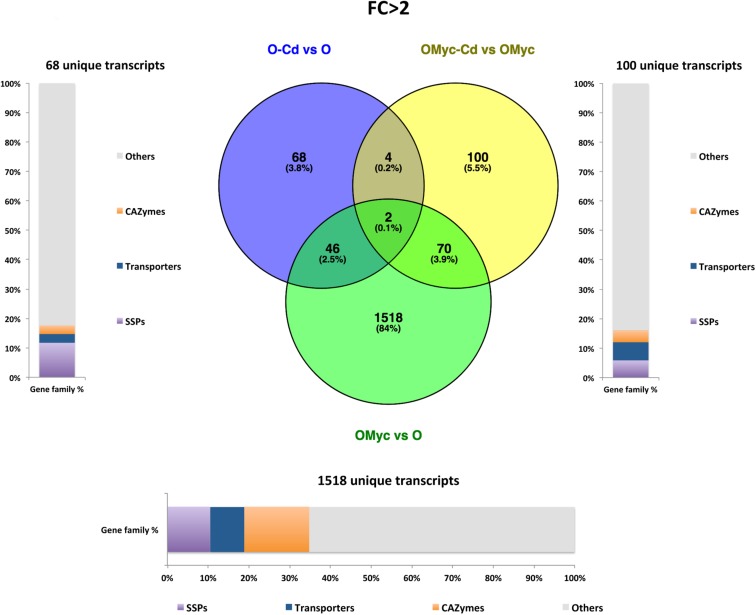
Shared and specific Cd- and symbiosis up-regulated *O. maius* Zn genes. Venn diagrams showing shared and specific up-regulated (FC > 2) transcripts of *O. maius Zn* in the following comparisons: mycorrhizal mycelium versus free living mycelium on control medium (OMyc vs. O), Cd-exposed free living mycelium versus free living mycelium on control medium (O-Cd vs. O), Cd-exposed mycorrhizal mycelium versus mycorrhizal mycelium on control medium (OMyc-Cd vs. OMyc). The distribution of specifically up-regulated genes in three gene families (transporters – TPs – CAZymes and Small Secreted Proteins – SSPs) is reported in the charts representing the abundance of transcripts in each family as percentage of the total number of specifically up-regulated transcripts.

**FIGURE 5:**
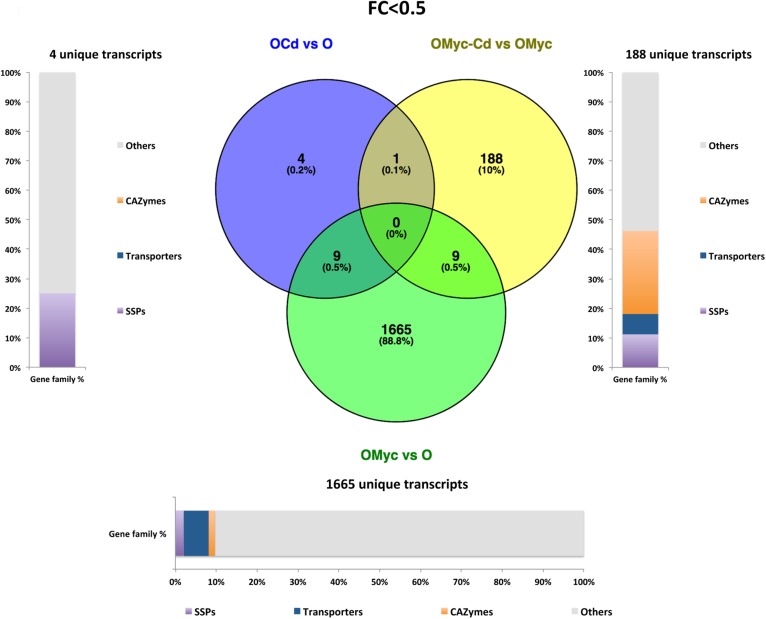
Shared and specific Cd- and symbiosis down-regulated *O. maius* Zn genes. Venn diagrams showing shared and specific down-regulated (FC < 0.5) transcripts of *O. maius Zn* in the following comparisons: mycorrhizal mycelium versus free living mycelium on control medium (OMyc vs. O), Cd-exposed free living mycelium versus free living mycelium on control medium (O-Cd vs. O), Cd-exposed mycorrhizal mycelium versus mycorrhizal mycelium on control medium (OMyc-Cd vs. OMyc). The distribution of specifically down-regulated genes in three gene families (transporters – TPs – CAZymes and Small Secreted Proteins – SSPs) is reported in the charts representing the abundance of transcripts in each family as percentage of the total number of specifically down-regulated transcripts.

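With edgeR, 2834 genes were up-regulated and 1797 down-regulated in OMyc vs. O and in neither of the other comparisons. A further 115 genes were up-regulated and 28 down-regulated both in OMyc vs. O and in OMyc-Cd vs. OMyc. Of the genes up-regulated in OMyc vs. O, 486 were down-regulated in OMyc-Cd vs. OMyc. Of those down-regulated in OMyc vs. O, 48 were up-regulated in OMyc-Cd vs. OMyc. Both comparisons use the same OMyc samples, on opposite sides, so any excess in these samples raises the former count. Genes under 0.1 RPKM in all free-living samples had median RPKM of 1.97 and 1.58 in OMyc replicates 1 and 2. The medians were 0.336 to 0.438 in the other mycorrhizal samples. The counts thus do not show that Cd reversed the change with symbiosis. With each sample left out in turn, the specifically up-regulated genes numbered from 1886 to 2904 and the specifically down-regulated genes from 1210 to 2011.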

A Venn diagram built from the *O. maius* dataset illustrates the extensive changes of fungal gene expression specifically induced by symbiosis (OMyc vs. O), with 1518 and 1665 specific fungal genes being respectively up-regulated and down-regulated in mycorrhizal roots (Figures 4, 5). 

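No gene was specifically up-regulated or down-regulated in O-Cd vs. O with edgeR, where 0 genes passed the adjusted threshold and 2620 had an unadjusted p-value under 0.05. With DESeq2, 86 genes were specifically up-regulated and 70 specifically down-regulated. Across the fits that each left out a sample, at most 2 genes were specifically up-regulated and at most 1 was specifically down-regulated.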

In the free-living mycelium, Cd exposure specifically up-regulated 68 and down-regulated four fungal genes (Figures 4, 5). Almost 12% of fungal transcripts specifically up-regulated by Cd coded for Small Secreted Proteins (SSPs) (Figure 4). When in symbiosis (OMyc-Cd vs. OMyc), Cd exposure specifically up-regulated 100 and down-regulated 188 fungal genes (Figures 4, 5). 

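In OMyc-Cd vs. OMyc, 140 genes were specifically up-regulated and 640 specifically down-regulated with edgeR. The former ranged from 105 to 188 and the latter from 366 to 1391 when each sample was left out in turn. A test of the interaction between Cd and lifestyle on all 12 samples gave 928 of 15243 genes with an adjusted p-value under 0.05, 325 with a higher and 603 with a lower log2 change with Cd in symbiosis than in the free-living mycelium.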

A large proportion of fungal transcripts specifically down-regulated by Cd in symbiosis coded for CAZymes (Figure 5).

### Influence of Cd and Symbiosis on *V. myrtillus* and *O. maius* Putative Transporter Families

The ICP measurements showed a significantly lower Cd content in mycorrhizal roots of *V. myrtillus* than in non-mycorrhizal roots (Figure 1), a result that could be explained by either a decreased Cd influx or an increased Cd efflux. Given the crucial role of transporters (TPs) in ion movements across membranes, we investigated the protein family distribution and the expression patterns of significantly regulated *V. myrtillus* and *O. maiu*s TPs. Putative transporters were predicted by Blastp against the Transporter Classification Database, and the complete list of putative regulated TPs genes is provided for *V. myrtillus* (Supplementary Table S4) and *O. maiu*s (Supplementary Table S5). The distribution of these putative TPs families in the different conditions is summarized in the histograms in Figures 6, 7.

**FIGURE 6:**
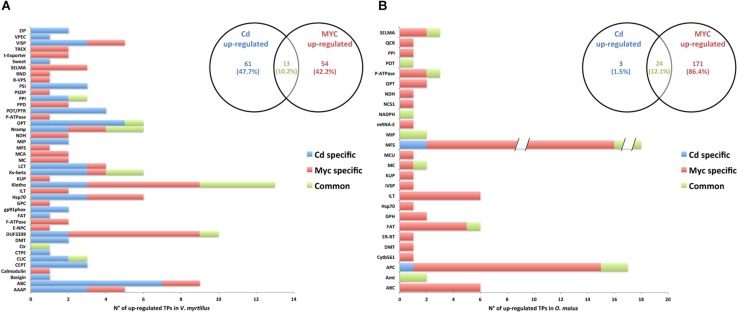
Putative transporter families up-regulated by Cd-exposure and/or by symbiosis in *V. myrtillus* and *O. maius* Zn. Plant and fungal putative TPs up-regulated by Cd-exposure and/or by the symbiosis were counted and their distribution among transcript/gene families is reported respectively for *V. myrtillus* **(A)** and *O. maius* Zn **(B)**. For a complete list of putative TPs, see Supplementary Tables S4, S5.

**FIGURE 7:**
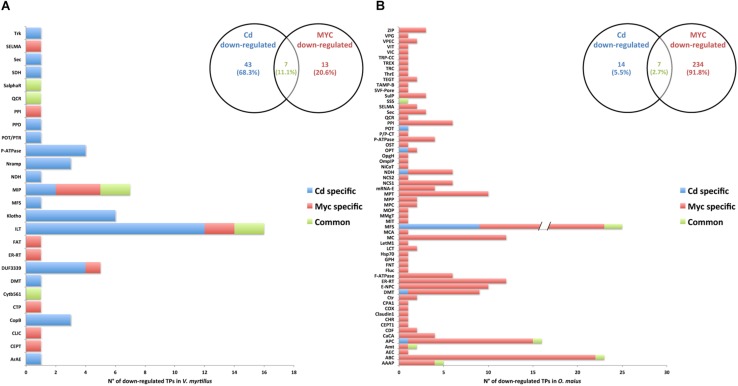
Putative transporter families down-regulated by Cd-exposure and/or by symbiosis in *V. myrtillus* and *O. maius* Zn. Plant and fungal putative TPs down-regulated by Cd-exposure and/or by the symbiosis were counted and their distribution among transcript/gene families is reported respectively for *V. myrtillus* **(A)** and *O. maius* Zn **(B)**. For a complete list of putative TPs, see Supplementary Tables S4, S5.

In *V. myrtillus*, many putative TPs were regulated by Cd rather than by symbiosis (Figures 6A, 7A). In particular, the percentage of up-regulated putative TPs was higher in mycorrhizal (9.71%) than in non-mycorrhizal (6.78%) roots exposed to Cd, or in mycorrhizal roots on control medium (4.12%). Among the 182 putative TPs regulated in *V. myrtillus*, 61 were specifically up-regulated and 43 were specifically down-regulated by Cd (Figures 6A, 7A and Supplementary Table S4). Cadmium-regulated TPs belong to 29 different families (Supplementary Table S4), the majority of up-regulated transcripts being in the ATP-binding Cassette (ABC) and in the Oligopeptide Transporter (OPT) families, and the majority of down-regulated transcripts being in the Iron/Lead Transporter (ILT) and the Klotho Auxiliary Protein (Klotho) families (Figures 6A, 7A and Supplementary Table S4). The mycorrhizal symbiosis specifically up-regulated 54 and down-regulated 13 *V. myrtillus* genes putatively involved in transport, the two most represented families being the Domain of Unknown Function 3339 (DUF3339) and the Klotho (Figures 6A, 7A).

The histograms in Figures 6B, 7B, clearly show that most (405/441) *O. maius* putative TPs genes were regulated by symbiosis, whereas Cd specifically regulated only 17 TP genes (3 up-regulated and 14 down-regulated genes) (Figures 6B, 7B and Supplementary Table S5).

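For the 430 genes of Table S5 that could be read, a list of transporters that the paper found regulated, 424 were up-regulated or down-regulated with edgeR in OMyc vs. O or in OMyc-Cd vs. O-Cd. In OMyc vs. O, 170 were up-regulated and 179 down-regulated. In OMyc-Cd vs. O-Cd, 164 were up-regulated and 156 down-regulated. Cd regulated 81 of the 430 genes, all in OMyc-Cd vs. OMyc, where 29 were up-regulated and 52 down-regulated. In O-Cd vs. O, 0 of them passed the adjusted threshold and 117 had an unadjusted p-value under 0.05. Only 4 genes, 1 up-regulated and 3 down-regulated, were regulated by Cd and by symbiosis on neither medium. Leaving out each sample in turn gave from 384 to 423 genes regulated by symbiosis and from 3 to 5 regulated by Cd only. DESeq2 gave 346 and 6, the fold change from the log2 coefficients 343 and 6, and no filter on low counts 426 and 3.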

To further investigate the expression pattern of regulated plant and fungal putative TPs, hierarchical clustering of their expression values (as mean reads numbers) in the different conditions was performed for both *V. myrtillus* (Figure 8, and Supplementary Figure S6) and *O. maius* (Figure 9, and Supplementary Figure S7). In addition to a correlation analysis of TPs expression profiles, the resulting heatmaps allowed visual identification of TPs differentially expressed upon Cd exposure or in symbiosis. In particular, single hierarchical clustering (Figures 8, 9) allowed us to compare the expression profiles of members of a given gene family under different conditions, whereas double hierarchical clustering (Supplementary Figures S6, S7) identified groups of genes with similar expression profiles in a given condition. The heatmaps obtained for the *V. myrtillus* and *O. maius* putative TPs further demonstrate that the two experimental conditions (Cd exposure and symbiosis) had a very different impact on the regulation of TPs in the plant and in the fungus. According to correlation analyses of their TPs expression profiles, Cd-treated *V. myrtillus* plants were placed in the same cluster, irrespective of their mycorrhizal status (V-Cd and VMyc-Cd), whereas non-mycorrhizal and mycorrhizal plants (V and VMyc) grown on control medium grouped together in a separated cluster. This result indicates that transcriptomic changes induced by Cd in the plant (the “Cd-effect”) were stronger than those induced by symbiosis (the “Myc-effect”). Many transcripts up-regulated by Cd in mycorrhizal and non-mycorrhizal plants could be identified in the ABC superfamily and in the Metal Ion (Mn^2+^-iron) transporter and OPT families (Figure 8). Among the TPs induced by Cd in *V. myrtillus*, we also found two putative ZRT/IRT transporters (ZIP1 and ZIP2) (Figure 8). A copper transporter similar to *Arabidopsis* COPT3 was significantly up-regulated in mycorrhizal *V. myrtillus* roots exposed to Cd (Supplementary Table S4). Interestingly, some genes coding for Natural resistance-associated macrophage proteins (Nramp), members of the metal ion (Mn^2+^-iron) transporter family, were strongly down-regulated specifically in mycorrhizal roots exposed to Cd, as well as two members of the Copper Resistance Putative Porin (CopB) Family (Figure 8, see also Supplementary Table S4).

**FIGURE 8:**
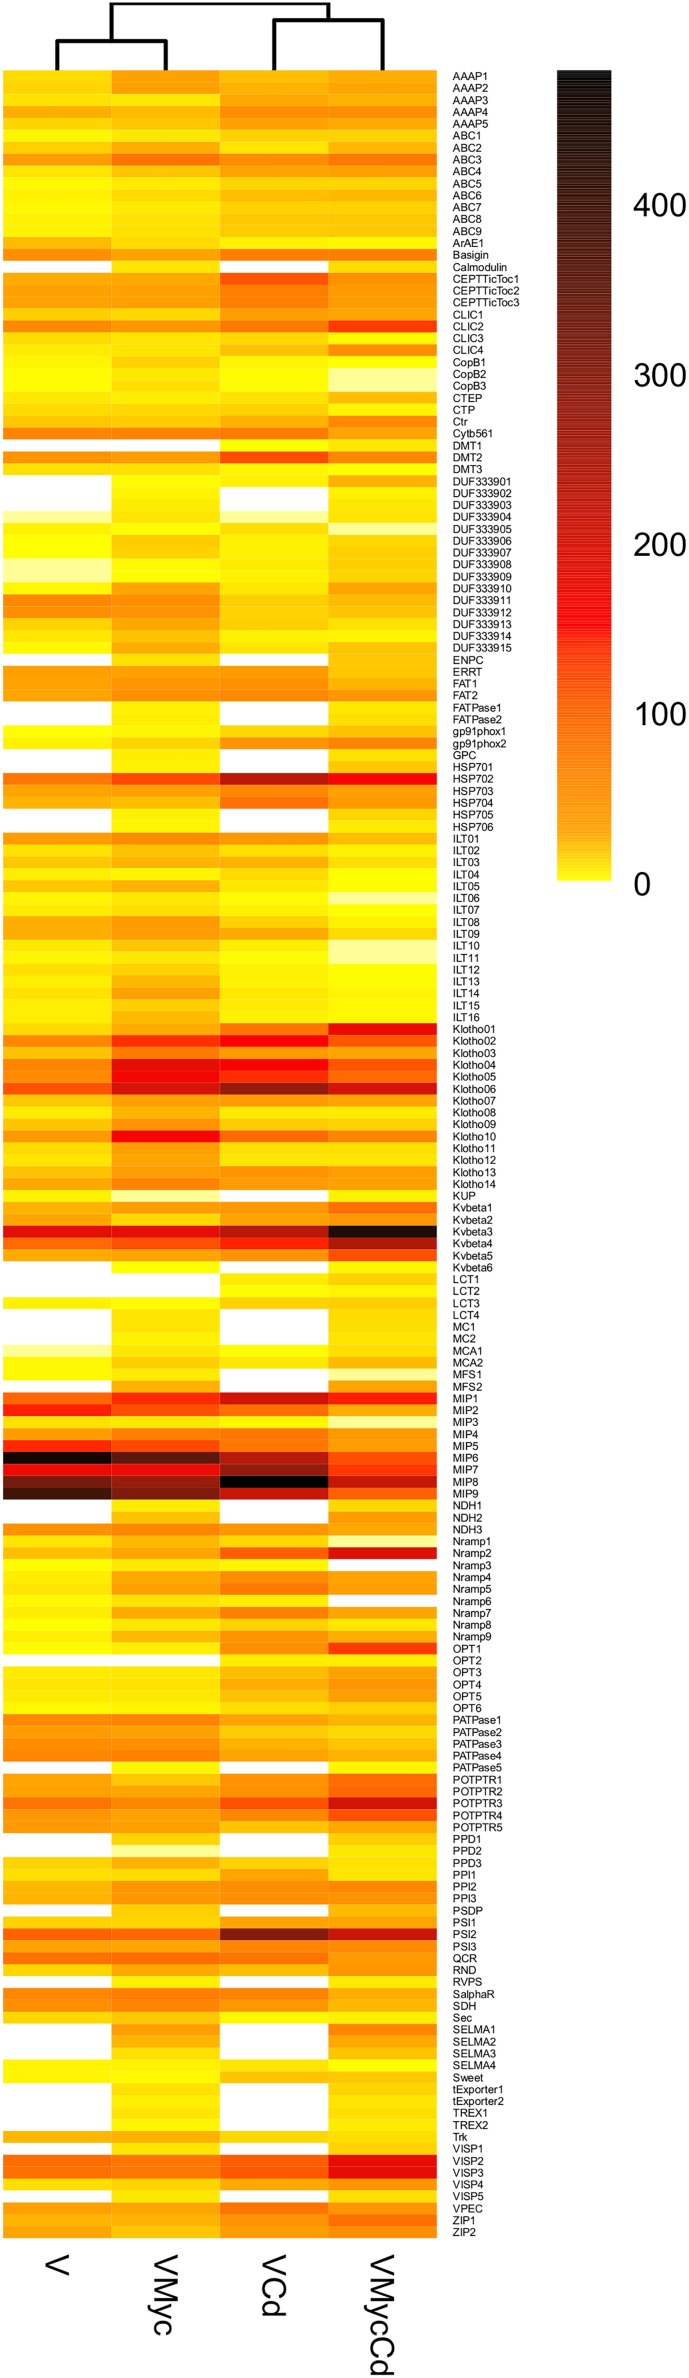
Cd-exposure and mycorrhizal effects on the expression pattern of *V. myrtillus* putative TPs families. The figure represents a heatmap visualization and single hierarchical clustering of the regulated (*p* < 0.05) putative TPs of *V. myrtillus*. Rows are ordered by TPs family composition whereas columns are ordered by hierarchical clustering. The intensity of the color is representative of the mean expression value of each transcript. On the right, the color-key expression code.

**FIGURE 9:**
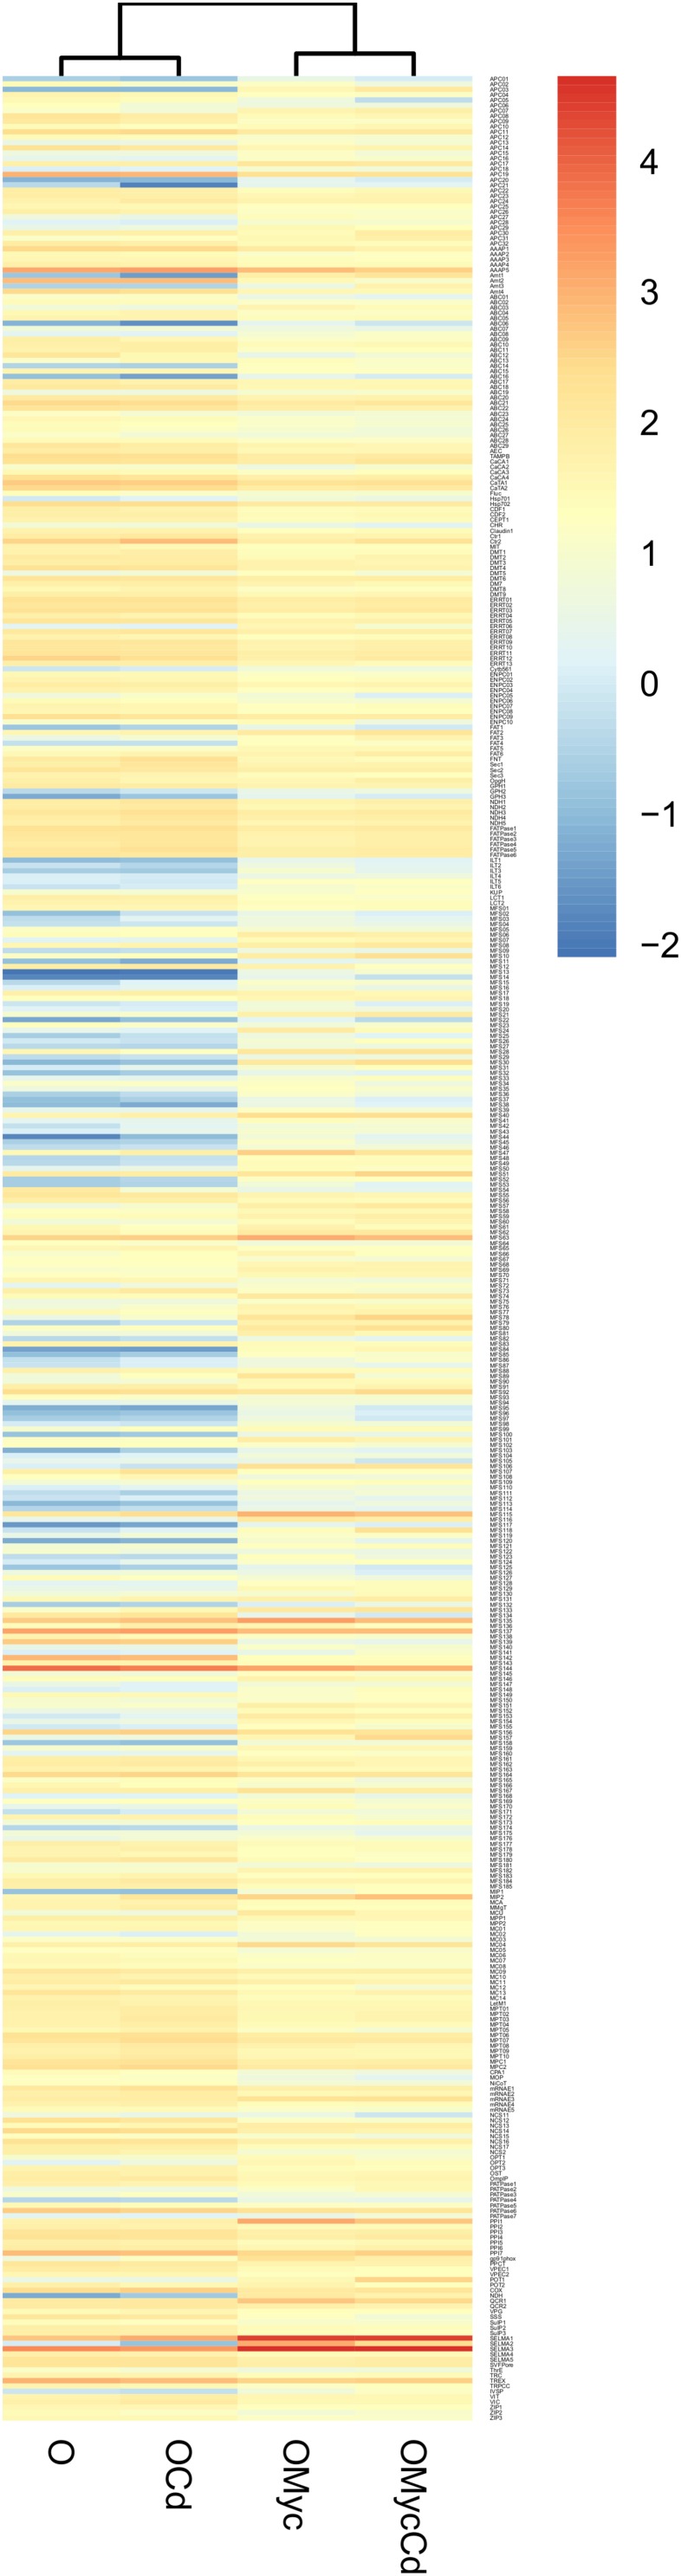
Cd-exposure and mycorrhizal effects on the expression pattern of *O. maius* Zn putative TPs families. The figure represents a heatmap visualization and single hierarchical clustering of the regulated (*p* < 0.05) putative TPs of *O. maius* Zn. Rows are ordered by TPs family composition whereas columns are ordered by hierarchical clustering. The intensity of the color is representative of the Log_10_ of mean expression value of each gene. On the right, the color-key expression code.

In contrast to the situation observed for *V. myrtillus*, correlation analyses of fungal TPs expression profiles in *O. maius* placed the two mycorrhizal conditions (OMyc-Cd and OMyc) in the same cluster, separate from the two free-living conditions (O-Cd and O). This result further indicates that symbiosis (the “Myc-effect”) had a stronger influence on the *O. maius* TPs expression profile than cadmium (the “Cd-effect”) (Figure 9, and Supplementary Figure S7). 

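Across the 430 genes of Table S5, the Pearson correlation of log10(mean RPKM + 0.01) was 0.915 between OMyc and OMyc-Cd and 0.979 between O and O-Cd. It was 0.576 between O and OMyc and 0.616 between O-Cd and OMyc-Cd. These are correlations across genes, which are not independent replicates, so no p-value is given. Ward.D2 clustering of the 4 group means joined O with O-Cd at a height of 4.43 and OMyc with OMyc-Cd at 5.56, and joined the 2 lifestyles last at 24.1. The lifestyles stayed apart under each of the 16 alternatives, but these genes were listed by the paper as regulated in the same samples, 425 of them by symbiosis, so the separation is no test of stability. Without a transformation, the correlation between O and OMyc fell to 0.403. From the clustering, the paper reasons that symbiosis had a stronger influence on the transporters than Cd.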

Several putative fungal TPs were regulated by symbiosis irrespective of Cd exposure (Figure 9, and Supplementary Table S5). 

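Of the 430 genes, 147 were up-regulated and 97 down-regulated in symbiosis on both media. The MFS had 182 members, 99 of them up-regulated and 20 down-regulated on both media. Of the 76 MFS members whose InterPro description names sugar, 47 were up-regulated and 4 down-regulated on both media; without those where only a conserved site names it, these were 61, 39 and 2. Among the 32 amino acid permeases (APC), 12 were up-regulated and 10 down-regulated on both media. Of 4 ammonium transporters (Amt), 42507 rose from 0.154 ± 0.0248 RPKM in O to 70.7 ± 21.9 in OMyc (SD, n = 3; log2 fold change 9.03, standard error 0.41, edgeR adjusted p = 4.4e-07) and 138640 rose from 0.328 ± 0.239 to 3.69 ± 2.11 RPKM (log2 fold change 3.70, standard error 0.68, edgeR adjusted p = 0.0023). The other Amt genes fell, 120813 from 724 ± 114 to 32.4 ± 12.8 RPKM (log2 fold change -4.26, edgeR adjusted p = 4.4e-05) and 143328 from 293 ± 39.6 to 40.2 ± 6.14 RPKM (log2 fold change -2.66, edgeR adjusted p = 6.3e-05). The 2 MIP genes rose, 42530 from 0.135 ± 0.0846 to 7.83 ± 1.29 RPKM (log2 fold change 6.01, edgeR adjusted p = 1.9e-05) and 164147 from 38.7 ± 15.1 to 336.8 ± 14.5 RPKM (log2 fold change 3.28, edgeR adjusted p = 0.00011).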

Most of them belong to the Major facilitator superfamily (MFS) and where annotated as sugar transporters, but several amino acid permeases, two ammonium transporters and two Major Intrinsic Proteins (MIPs) were also regulated in the symbiotic fungus (Supplementary Table S5). Although none of the putative fungal TPs was specifically regulated by Cd in symbiosis, some genes up-regulated in mycorrhizal roots were more strongly induced when mycorrhizal plants were exposed to Cd (Supplementary Table S5). Among them were two ammonium transporters, some sugar transporters of the MFS superfamily, a heavy metal translocating P-type ATPase, a member of the Fatty Acid Transporter (FAT) Family and an amino acid permease (Figure 9, and Supplementary Table S5).

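Table S5 marks 22 transporters as up-regulated in OMyc-Cd vs. OMyc. All 22 were also up-regulated with edgeR, with log2 fold changes from 1.06 to 3.79 and adjusted p-values of 0.0091 or less, and in each of them all OMyc-Cd samples lay above all OMyc samples. The direction was the same for all 22 with DESeq2, unique reads, all 12 samples in one fit, limma and the background subtracted. With all 12 samples in one fit, 19 of the 22 passed the adjusted threshold. These genes were marked in the same samples, so the separation and the shared direction are no independent support. Of these 22, 18 were also up-regulated in OMyc vs. O, and 13 differed in their response to Cd between the lifestyles (interaction test). The 13 MFS members had log2 fold changes from 1.06 to 3.34, and 7 of them have an InterPro description that names sugar, 5 of these by more than a conserved site. Ammonium transporter 138640 rose from 3.69 ± 2.11 RPKM in OMyc to 48.2 ± 1.85 in OMyc-Cd (SD, n = 3; log2 fold change 3.79, standard error 0.33, edgeR adjusted p = 2.3e-05) and 42507 rose from 70.7 ± 21.9 to 165.5 ± 11.3 RPKM (log2 fold change 1.24, edgeR adjusted p = 0.0079), the latter no longer past the threshold without OMyc replicate 1 (adjusted p = 0.0582). P-type ATPase 103993 rose from 12.5 ± 2.30 to 33.9 ± 2.47 RPKM (log2 fold change 1.45, edgeR adjusted p = 0.00057). Fatty acid transporter 126878 rose from 18.5 ± 5.51 to 43.1 ± 8.65 RPKM (log2 fold change 1.25, edgeR adjusted p = 0.00031). Amino acid permeases 40727 and 185107 had log2 fold changes of 1.50 (edgeR adjusted p = 0.0024) and 1.53 (edgeR adjusted p = 9.5e-05), but 185107 was lower in OMyc than in O (log2 fold change -0.89, edgeR adjusted p = 0.012), a difference no longer past the threshold without OMyc replicate 1 (adjusted p = 0.059) or replicate 2 (adjusted p = 0.0632). The paper states that some of the genes induced in mycorrhizal roots were induced further with Cd.

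**Figure D3:**
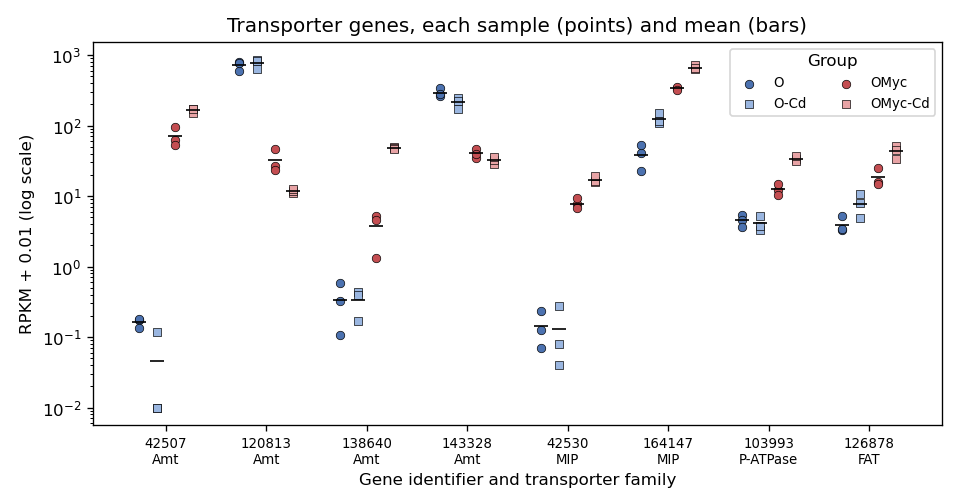
RPKM + 0.01 (log axis) of 8 transporter genes in each sample of the 4 groups, with points for samples and bars for means. Both up-regulated Amt genes lie under 1 RPKM in every free-living sample.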

## Discussion

Mycorrhizal fungi can protect their host plant from metal toxicity and reports of increased metal tolerance of arbuscular and ectomycorrhizal plants, as compared to non-mycorrhizal plants, are numerous (e.g., see Colpaert et al., 2011; Ferrol et al., 2016). Similarly, increased metal tolerance was attributed to the fungal partner in ERM plants (Bradley et al., 1981, 1982). The cellular and molecular mechanisms that allow ERM fungi to withstand high heavy metal concentrations have been investigated and summarized in Daghino et al. (2016, 2019) and Ruytinx et al. (2016). These studies demonstrate that antioxidant enzymes, metal transporters, DNA damage repair proteins, molecular chaperons and polyamines biosynthesis are involved in the response of the metal tolerant ERM isolate *O. maius* Zn to metal toxicity. By contrast, the molecular mechanisms underlying the protective role of ERM fungi toward their host plant have not been investigated yet. To start addressing this aspect, we investigated gene expression profiles in mycorrhizal and non-mycorrhizal *V. myrtillus* and *O. maius*, in the absence and presence of Cd ions.

### Responses of *V. myrtillus* Roots to Cd Exposure

To investigate the influence of Cd on plant and fungal gene expression in symbiotic and asymbiotic conditions, we chose a relatively low (1 μM) Cd concentration to avoid excessive toxicity symptoms in asymbiotic *V. myrtillus* plants. At this Cd concentration, mycorrhizal roots of *V. myrtillus* displayed a significantly lower Cd content with respect to non-mycorrhizal roots, supporting the hypothesis that the ERM fungus may protect the host plant by reducing metal accumulation in the plant tissues. The influence of the mycorrhizal symbiosis on heavy metal accumulation in different plant species and organs has been extensively investigated, and contrasting data have been reported for both AM and ECM symbioses, with organs of mycorrhizal plant being found to accumulate either higher or lower amounts of heavy metals than non-mycorrhizal plants (Ouziad et al., 2005; Luo et al., 2014; Coninx et al., 2017; Shi et al., 2019).

Cadmium clearly affected the transcriptomic profile of both mycorrhizal and non-mycorrhizal *V. myrtillus* roots. The KEGG enrichment analysis showed, for non-mycorrhizal Cd-treated *V. myrtillus*, significant up-regulation of transcripts involved in the phenylpropanoid biosynthesis pathway. This pathway leads to the production of several aromatic secondary metabolites, including lignin precursors, flavonoids, coumarins, phenolic volatiles, or hydrolyzable tannins which can play important roles in plant structural integrity and defense against biotic and abiotic stresses (Vogt, 2010). On the other hand, specific Cd induction of the “Glutathione metabolism” and “Sesquiterpenoid and triterpenoid biosynthesis” pathways in mycorrhizal roots suggest an increase in the biosynthesis of antioxidant compounds. Activation of the antioxidant GSH metabolism in mycorrhizal roots exposed to Cd may explain the very low proportion of up-regulated stress-related proteins, when compared to non-mycorrhizal *V. myrtillus* roots. The much higher proportion of HSPs in non-mycorrhizal *V. myrtillus* roots may reflect the higher Cd content. A similar up-regulation of the GSH biosynthetic pathway has been reported in AM plants exposed to Cd (Huang et al., 2017; Shi et al., 2019), and it was suggested by these authors that AM fungi might attenuate Cd stress by enhancing the production of thiolic compounds in AM roots.

In plants, phytochelatin synthase uses GSH as substrate to generate phytochelatins that, together with metallothioneins, can bind heavy metals and thus reduce metal toxicity in the plant cell (Cobbett and Goldsbrough, 2002; Clemens, 2006b). Phytochelatin- and GSH-metal complexes can be then sequestered in the vacuole by specific ABC transporters on the tonoplast (Cobbett and Goldsbrough, 2002). Transcripts coding for both phytochelatin synthases and metallothioneins could be identified in *V. myrtillus*, but their expression was not significantly different in any of the pairwise comparisons (data not shown). A similar result was reported by Ouziad et al. (2005), who investigated heavy metal accumulation and differential gene expression in AM tomato grown under heavy metal stress. However, the activity of phytochelatin synthase is post-transcriptionally regulated (Cobbett, 2000; Gautam et al., 2012), and we therefore cannot exclude that phytochelatins might contribute to alleviate Cd toxicity.

We observed, only in mycorrhizal *V. myrtillus* exposed to Cd, a significant and specific down-regulation of important copper (Cu) binding proteins. Among them were Cu/Zn superoxide dismutase, a ubiquitous and highly conserved antioxidant enzyme (Apel and Hirt, 2004) and its copper chaperone. Other Cu binding proteins significantly down-regulated in Cd exposed mycorrhizal *V. myrtillus* were laccases, cupredoxins, and glyoxal oxidases. Cupredoxins belong to the phytocyanin family and likely function as electron−transfer shuttles between proteins (Choi and Davidson, 2011), whereas laccases are multi-copper oxidases involved in oxidative polymerization of lignin (Schuetz et al., 2014) and other substrates (Turlapati et al., 2011). Glyoxal oxidases generate H_2_O_2_, which is used by plant peroxidases for the polymerization of lignin and the cross-linkage of apoplastic structural protein. Interestingly, most transcripts coding for these Cu binding proteins are known targets of specific plant microRNAs. MicroRNAs (miRNAs) are important regulators in plant development and plant response to stress (Voinnet, 2009; Khraiwesh et al., 2012; Rogers and Chen, 2013), and a specific role has been demonstrated in response to metal toxicity (Mendoza-Soto et al., 2012; Gupta et al., 2014). In particular, laccases and cupredoxins are targets of *miR408* (Fang et al., 2013; Ma et al., 2015) and Cu/Zn superoxide dismutase, as well as its copper chaperone, are targeted by *miR398* (Sunkar et al., 2006; Beauclair et al., 2010). *MiR408* and *miR398* are regulated by the same transcription factor SPL7 and are members of the copper miRNAs, a group of small RNAs involved in Cu homeostasis (Pilon, 2017). Through their regulatory function on Cu-binding proteins, these miRNAs may modulate Cu availability in the cell by reallocating intracellular Cu. Copper is an essential metal involved in many processes in plants, and Cu uptake and reallocation have been demonstrated to play a key role in cadmium resistance in *Arabidopsis* (Gayomba et al., 2013; Carrio-Segui et al., 2015). We currently don’t know whether the down-regulation of some Cu-binding proteins in mycorrhizal *V. myrtillus* exposed to Cd is related to their biological function or to Cu reallocation, but it is intriguing to note that a copper transporter (COPT) similar to the *A. thaliana* COPT3 was specifically induced in Cd-exposed mycorrhizal roots. In *Arabidopsis*, COPT3 is located in internal membranes and may function in Cu mobilization from intracellular stores (Burkhead et al., 2009). Given the pivotal role of miRNAs in regulating the plant response to Cd, it would be important to understand if the mycorrhizal association may change the expression of specific miRNAs in *V. myrtillus*.

### *O. maius* Responses to Cd Exposure

No differences in fungal biomass were found when *O. maius* Zn was grown as free-living mycelium on control or Cd amended medium, which is not surprising considering the metal tolerant phenotype described for this ERM fungus (Perotto et al., 2012; Daghino et al., 2016) and the relatively low Cd concentration (1 μM) used. Reduced *O. maius* Zn growth was in fact recorded at 0.05 mM Cd (Chiapello et al., 2015), a concentration 50 fold higher than the one used in the present study.

Although Cd had no significant effects on fungal growth *in vitro*, 120 up-regulated genes (FC > 2) were identified in the free-living mycelium exposed to Cd, as compared with the control medium. Among these genes were hydrolases and oxidoreductases, enzyme categories known to be involved in metal tolerance (Patra et al., 1994; Lebrun et al., 2010). 

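All 120 genes of Table S3 that the paper lists as up-regulated in O-Cd vs. O had higher RPKM in every O-Cd sample than in every O sample. These genes were selected in the same samples, so this separation is no independent support. With edgeR, all 120 had an unadjusted p-value under 0.05, and 0 had an adjusted p-value under 0.05 (the adjusted values ran from 0.0785 to 0.23, with log2 fold changes from 0.93 to 3.24). The list's GO terms name hydrolase activity for 5 of these genes and oxidoreductase activity for 13. The hydrolase genes had a median log2 fold change of 1.79 and the oxidoreductase genes of 1.62. With DESeq2, 113 of the 120 genes were significant. Gene 26071, the first of the list and without a gene name in it, rose from 4.34 ± 2.33 RPKM in O to 43.6 ± 8.73 in O-Cd (SD, n = 3; log2 fold change 3.24, standard error 0.47, edgeR adjusted p = 0.079). In symbiosis, it fell with Cd from 101.4 ± 84.1 to 9.13 ± 1.75 RPKM (log2 fold change -3.37, edgeR adjusted p = 0.0012). Gene 99363, the last of the list, is described as a member of the MFS and fell from 96.6 ± 22.6 to 8.19 ± 5.84 RPKM (log2 fold change -3.63, edgeR adjusted p = 0.079). It passed the threshold with the replicate number as a block (log2 fold change -3.79, edgeR adjusted p = 0.0386), without O-Cd replicate 2 (adjusted p = 0.00685), with DESeq2 and with all 12 samples in one fit.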

In particular, fungal hydrolases may play a positive role in metal tolerance because they would increase the ability of fungi to obtain nutrients in adverse environments (Moreno et al., 2012).

We also unexpectedly found a high percentage (11.76%) of specifically up-regulated Small Secreted Proteins (SSPs) coding genes. SSPs are a heterogeneous class of proteins that have in common the small size (<300 amino acids) and a signal peptide. SSPs have been mostly studied as effector proteins in pathogenic and mutualistic plant–microbe interactions (Martin, 2010; Plett et al., 2011). Up-regulation of some SSPs by Cd represents an interesting observation and opens up new perspectives in the study of SSPs functions unrelated to biotic interactions. Indeed, fungi with different lifestyles and ecological strategies feature SSPs, suggesting that SSPs functions can lie outside plant–fungal interactions (Feldman et al., 2017; Valette et al., 2017). A potential involvement of SSPs in increasing fungal tolerance to toxic compounds released during substrate degradation (such as aromatic compounds or reactive oxygen species) has been suggested for some saprotrophic fungi (Valette et al., 2017). In mycorrhizal fungi, Doré et al. (2015) reported for the first time that some SSPs produced by the ECM fungus *Hebeloma cylindrosporum* may be involved in environmental stress response rather than symbiosis. Thus, it would be interesting to further investigate, in ERM fungi, the role of SSPs in heavy metal tolerance.

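Of the 81 transporters that were up-regulated or down-regulated with Cd with edgeR, 45 belonged to the MFS (55.6%; 95% Wilson interval from 44.7% to 65.9%), against 182 of the 430 listed genes (42.3%). Of these 45, 37 (82.2%; 95% Wilson interval from 68.7% to 90.7%) were up-regulated in OMyc vs. O or in OMyc-Cd vs. O-Cd. With each sample left out in turn, the share of MFS ranged from 53.9% to 61.5%. The intervals cover counting error only. With Cd, 16 of the 45 were up-regulated and 29 down-regulated. Of all 182 listed MFS genes, 116 were up-regulated in OMyc vs. O and 111 in OMyc-Cd vs. O-Cd. The list was selected in these samples, and the comparisons share samples. The 82.2% is thus no independent evidence of a link between the responses to Cd and to symbiosis.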

Fungal transporters belonging to the Major Facilitator Superfamily (MFS) represented 52% of the total TP genes regulated by Cd, more than 50% of them corresponding to fungal transcripts up-regulated in symbiotic conditions. The MFS, one of the largest families of membrane transporters, are permeases that move a wide variety of organic and inorganic molecules across biological membranes, such as amino acids, sugars, nitrate and phosphate (Yan, 2015). A role for the MFS in fungal metal tolerance was also reported by Majorel et al. (2014) who suggest a role for a MFS permease in nickel resistance in the ECM fungus *Pisolithus albus*, and by Xu et al. (2015), who reported for *Penicillium janthinellum* a crucial role of a MFS in the solute compartmentalization transport related to Cu resistance.

### Cd Stress Specifically Influences Gene Expression of Putative Transporters in *V. myrtillus*

Membrane transporters (TPs) are the main responsible of metal/ion and nutrient translocation/homeostasis across cell membranes and likely play an important role in Cd accumulation in the cell. Interestingly, Cd induced a higher number of putative TPs in mycorrhizal than in non-mycorrhizal *V. myrtillus* roots. Among the TPs up-regulated by Cd in non-mycorrhizal *V. myrtillus* roots, most were identified as ABC transporters. The ABC superfamily contains both uptake and efflux transport systems, having dozens of sub-families linked to substrate specificity (Pang et al., 2013). In particular, most transcripts up-regulated by Cd in non-mycorrhizal *V. myrtillus* roots were members of the ABC family with homology to the *Arabidopsis* Pleiotropic Drug Resistance (PDR) transporter. This ABC sub-family is related to metal tolerance and detoxification in plants. For example, the AtPDR8/AtABCG32 and AtPDR12/AtABCG40 in *Arabidopsis* are induced by Cd and Pb and they could confer resistance to the plant by pumping these cations out of the plasma membrane in case of metal surplus (Nuruzzaman et al., 2014). However, most ABC transporters were not differentially regulated in mycorrhizal and non-mycorrhizal *V. myrtillus* roots exposed to Cd and, unless a post-translational control occurs, it is unlikely that they are responsible for the lower Cd content observed in mycorrhizal roots.

Six oligopeptide transporters (OPT) were strongly up-regulated in mycorrhizal roots exposed to Cd, the two most up-regulated being similar to OPT 9 of *A. thaliana*, involved in peptide translocation across the cellular membrane, and the other four belonging to the Metal-nicotianamine transporter *Yellow Stripe like 3* (YSL3) type. The OPT family includes transporters for at least three types of substrates: small peptides, amino acids bound to metals and glutathione (see Lubkowitz, 2011). OPTs involved in GSH transport may play direct as well as indirect roles in many GSH-mediated processes, including Cd tolerance. For example, expression of BjGT1 is altered by environmental Cd levels (Srivastava et al., 2010). Despite their interesting expression profile, we currently do not know the substrates transported by the two most up-regulated OPTs in *V. myrtillus* mycorrhizal roots. Given the increased GSH metabolism observed in mycorrhizal roots exposed to Cd, it is possible that these up-regulated OPTs are involved in GSH-mediated processes.

Many regulated transcripts in mycorrhizal and non-mycorrhizal plants exposed to Cd belong to the NRAMP transporter family. NRAMPs are highly conserved proteins that function as proton/metal symporters, with a broad spectrum of metal cation substrates (Nevo and Nelson, 2006). In plants, these TPs families facilitate the acquisition of iron and manganese from soil, but they can also transport Cd (Cailliatte et al., 2010; Sasaki et al., 2012). NRAMPs on internal cell membranes are likely involved in intracellular metal sequestration and distribution (Cailliatte et al., 2009), while NRAMPs localized on the plasma membrane were found to be responsible for Cd uptake and accumulation in rice (Takahashi et al., 2011; Sasaki et al., 2012). Cd exposure up-regulated a Nramp3-like gene in both mycorrhizal and non-mycorrhizal *V. myrtillus* roots, whereas only in mycorrhizal *V. myrtillus* roots it strongly down-regulated three members of the NRAMP family similar to *A. thaliana* Nramp1 and Nramp6. In *A. thaliana*, NRAMP1 functions in Cd uptake (Cailliatte et al., 2009), and we could speculate that its transcriptional down-regulation in *V. myrtillus* may lead to a decreased influx of Cd in mycorrhizal roots, resulting in the lower Cd content observed. However, the cellular localization of these regulated NRAMP transporters and their exact role in *V. myrtillus* remains to be established.

Another plant TP that may be involved in reducing Cd content in the mycorrhizal *V. myrtillus* root tissues was identified as a member of the Cadmium tolerance Efflux Pump (CTEP) Family. Proteins of this family are exclusively found in plants, and the gene corresponding to this TP (transcript ID TRINITY_DN46689_c2_g1_i2) was specifically up-regulated in mycorrhizal roots exposed to Cd. Experiments in wheat seedlings demonstrated that expression of TaTM20, a CTEP gene from *Triticum aestivum*, was induced by Cd treatments and reduced subsequent root Cd accumulation (Kim et al., 2008).

## Conclusion

Cadmium is one of the most serious metal pollutants and strongly inhibits plant growth and development. The mycorrhizal symbiosis can increase plant Cd tolerance, although the mechanisms are far from being understood. Here, we showed that ericoid mycorrhizal roots of *V. myrtillus* exposed to Cd have a reduced metal content when compared with non-mycorrhizal plants. Transcriptomic data outlined the regulation in symbiosis of some plant genes that indicate alleviation of Cd stress, such as those involved in GSH metabolism. Some plant metal transporters known to transport Cd were also regulated in symbiosis and may be responsible for the reduced Cd content observed in mycorrhizal roots exposed to this metal. Further investigations are of course needed to better understand the localization and the potential roles of these plant transporters.

An intriguing observation was the concerted and significant reduction, in mycorrhizal roots exposed to Cd, of transcripts known to be targets of plant Cd-responsive microRNAs (e.g., Ding et al., 2011; Fang et al., 2013; Xu et al., 2013). In addition to copper binding proteins, some transporters of the Nramp family are also gene targets of specific miRNAs, namely the Cd-responsive *miR167* (Zhou et al., 2012; Meng et al., 2017). MiRNA play an important regulatory role in plant response to heavy metals, and knowledge of the influence of mycorrhizal fungi on miRNA expression may provide novel insight into the protective role of mycorrhizal fungi toward their host plant.

## Data Availability Statement

The datasets generated for this study are accessible through the NCBI’s GEO Series accession numbers GSE119266 and GSE119554.

## Author Contributions

SC, EMa, EMo, AK, FM, and SP planned and designed the research. SC, EMa, EMo, AK, SD, and SP performed experiments, collected, analyzed, or interpreted data. H-RK prepared RNA samples for the RNA-Seq experiments. CM performed single and double hierarchical clustering analyses. KB and EL performed RNA-Seq experiments. SP, EMa, and SC wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Modulation of Plant and Fungal Gene Expression Upon Cd Exposure and Symbiosis in Ericoid Mycorrhizal Vaccinium myrtillus
**Source:** Front Microbiol. 2020 Mar 9;11:341. doi: 10.3389/fmicb.2020.00341
**Supplement:** Supplementary file 1

Supplementary Material

Modulation of plant and fungal gene expression upon Cd exposure and symbiosis in ericoid mycorrhizal *Vaccinium myrtillus*

Salvatore Casarrubia^§^, Elena Martino^§^, Stefania Daghino, Annegret Kohler, Emmanuelle Morin, Hassine-Radhouane Khouja, Claude Murat, Kerrie W. Barry, Erika A. Lindquist, Francis M. Martin, Silvia Perotto^*^

§ These authors equally contributed to the work

# Supplementary Figures and Tables

**
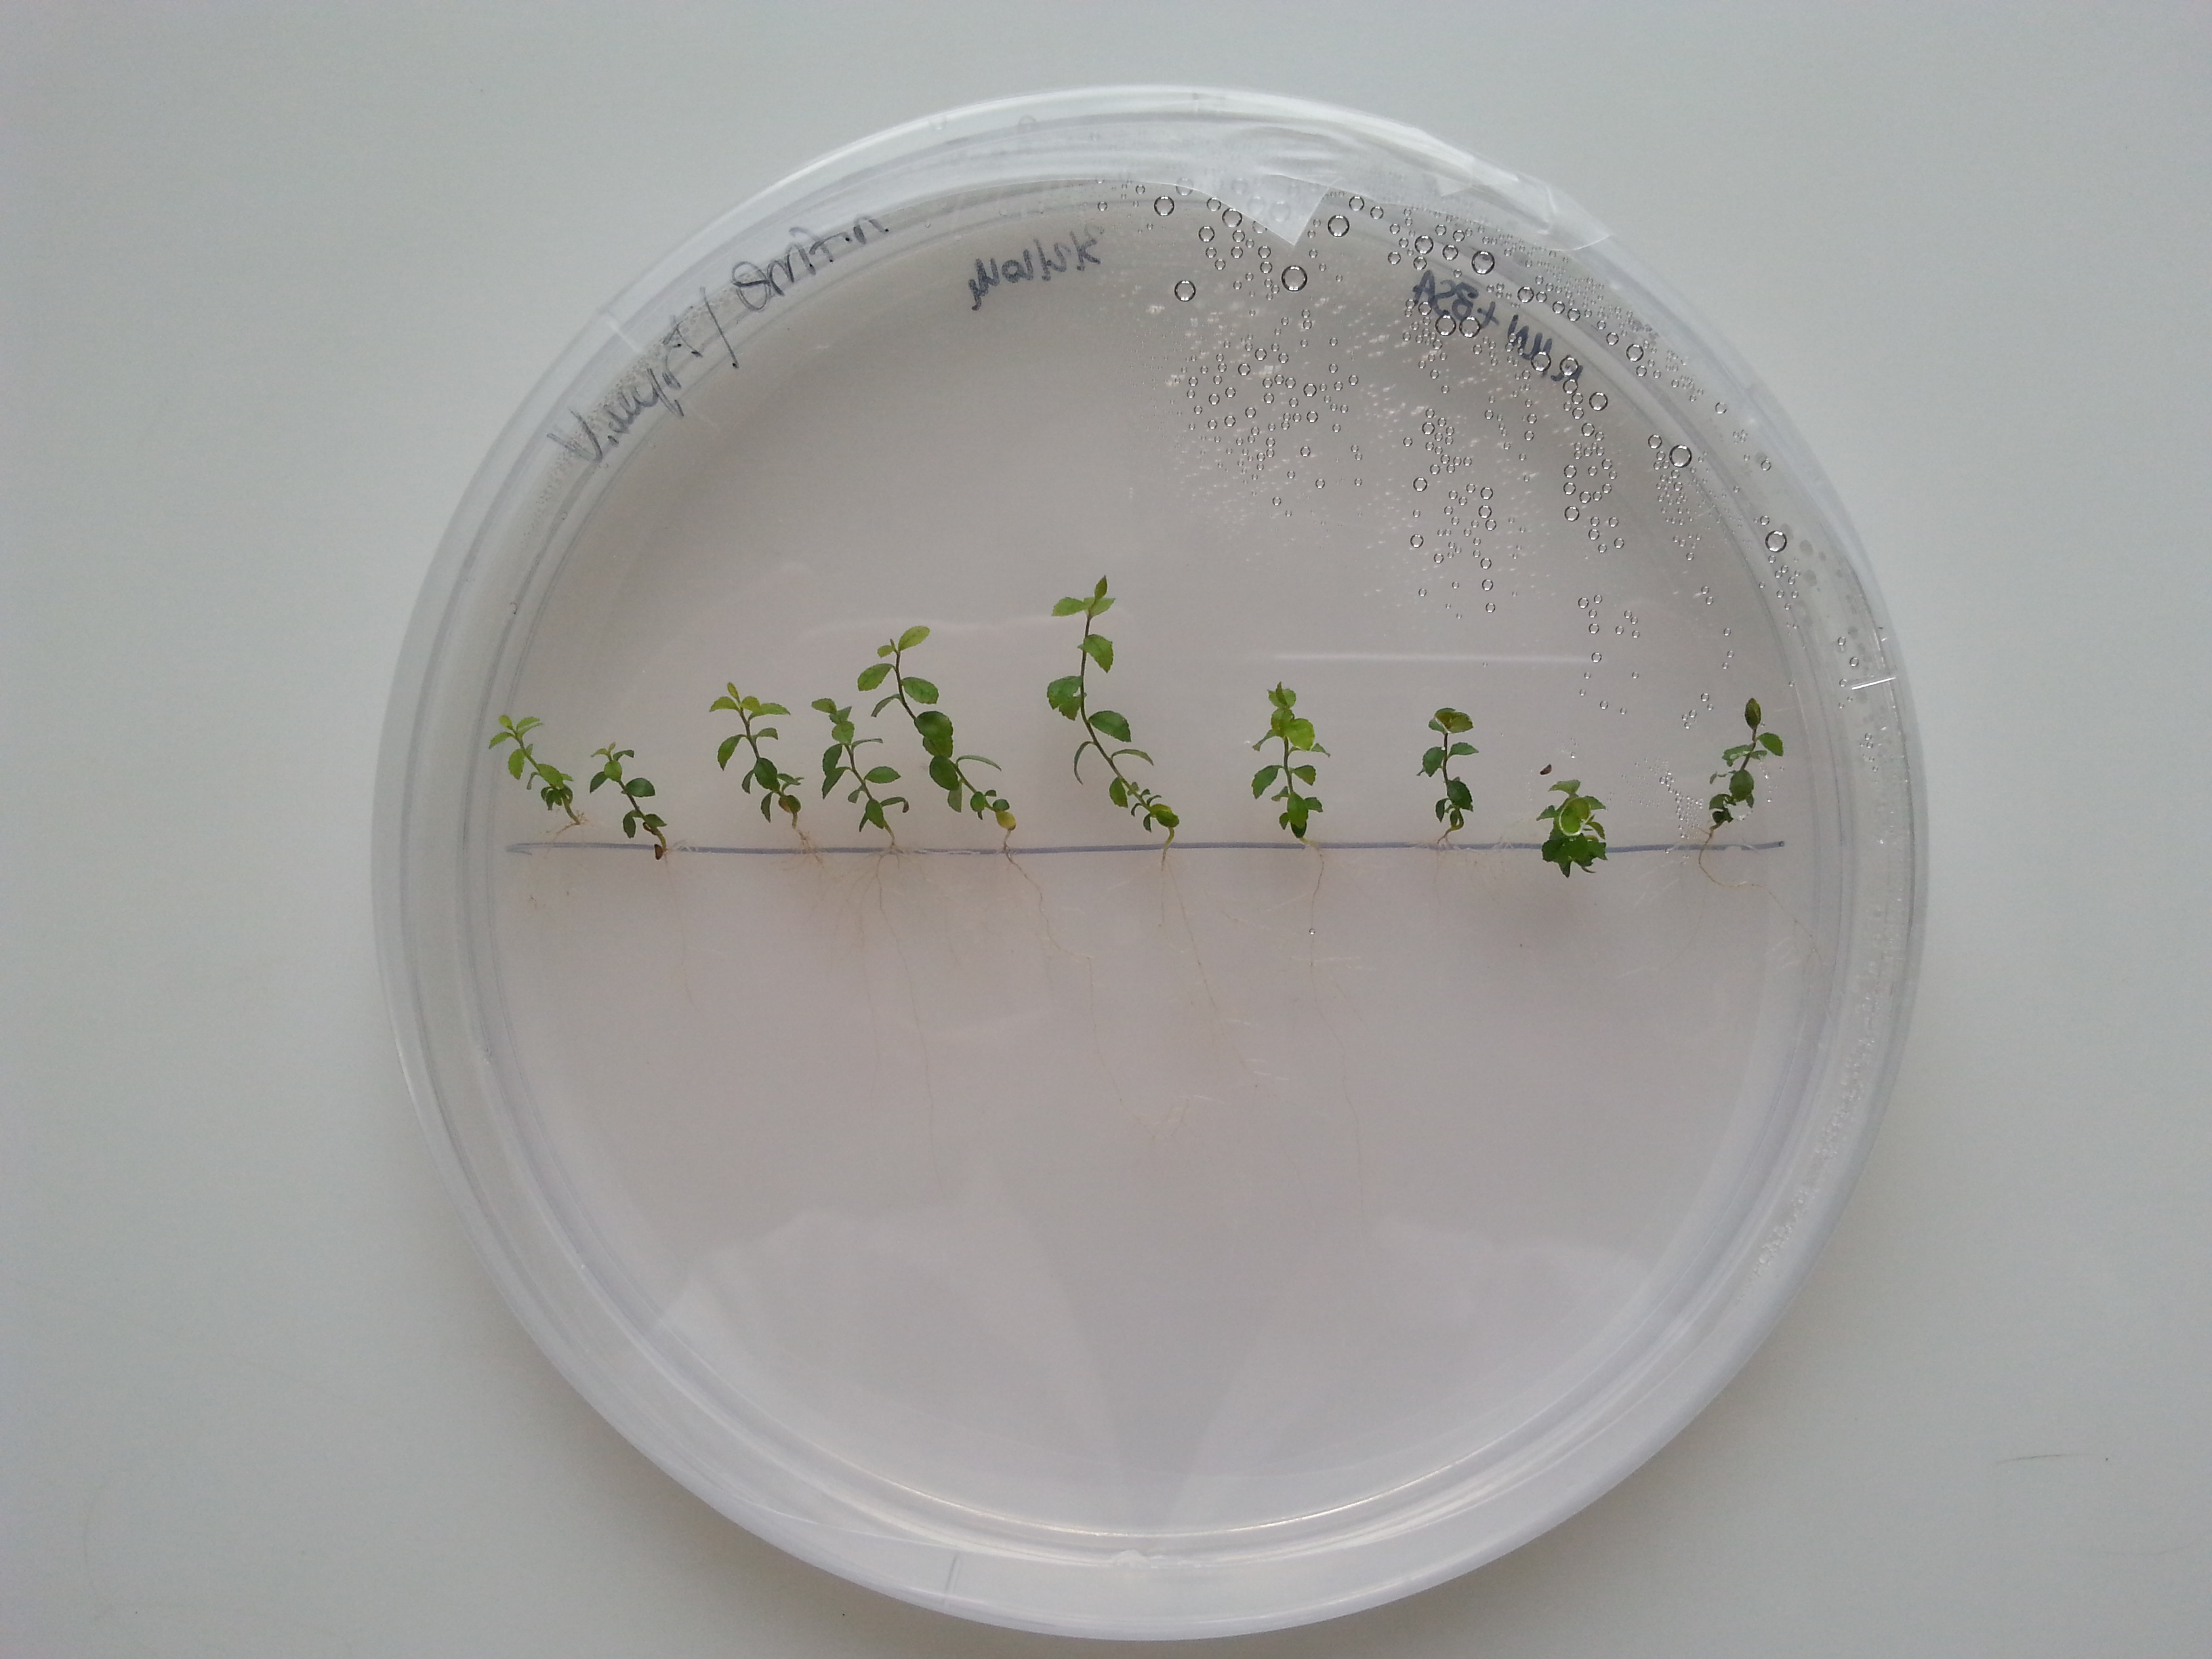
**

**Supplementary Figure S1.** ***V. myrtillus* seedling *in vitro* cultivation system.** *V. myrtillus* seedlings were grown *in vitro* for 1.5 months in the presence and in the absence of 1 µM Cd and *O. maius* Zn inoculum.

**
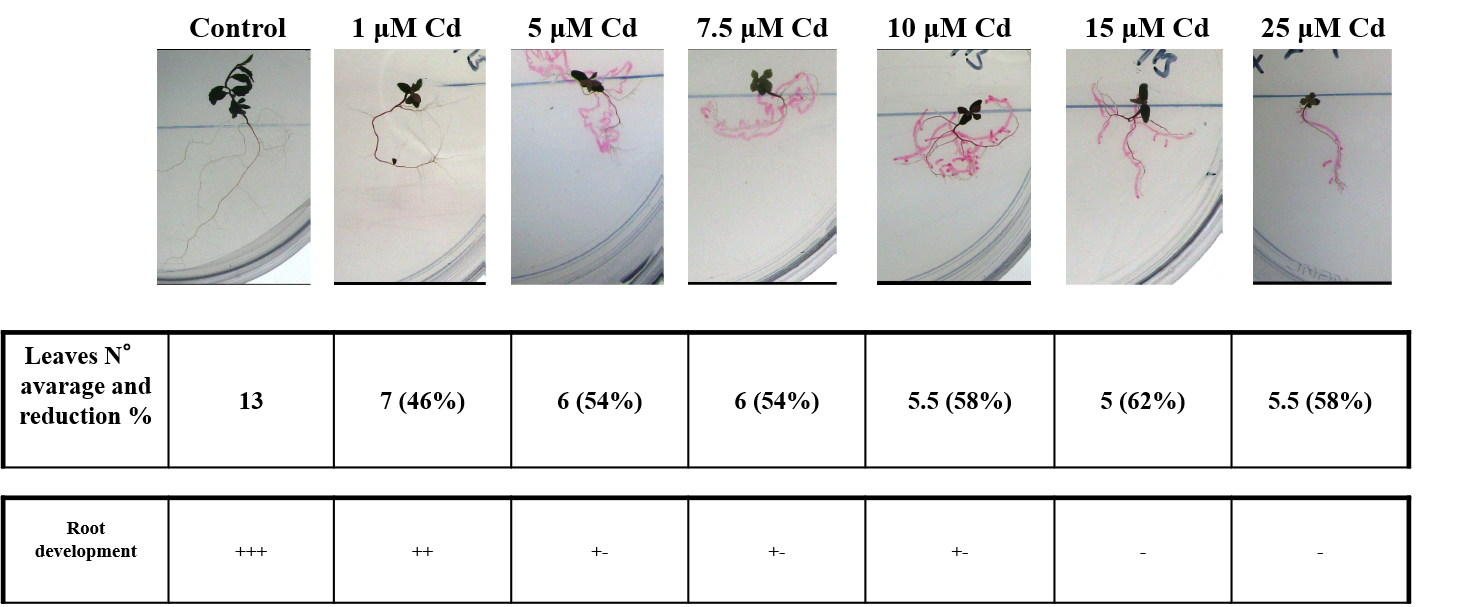
**

**Supplementary Figure S2. Growth tests on different Cd concentrations of *V. myrtillus* plants.** *V. myrtillus* plants were grown on control culture medium and on culture medium added with 1, 5, 7.5, 10, 15 and 25 µm Cd. The average number of leaves counted per plant for each condition as well as the percentage of leaves number reduction and the evaluation of root development are also reported.

**
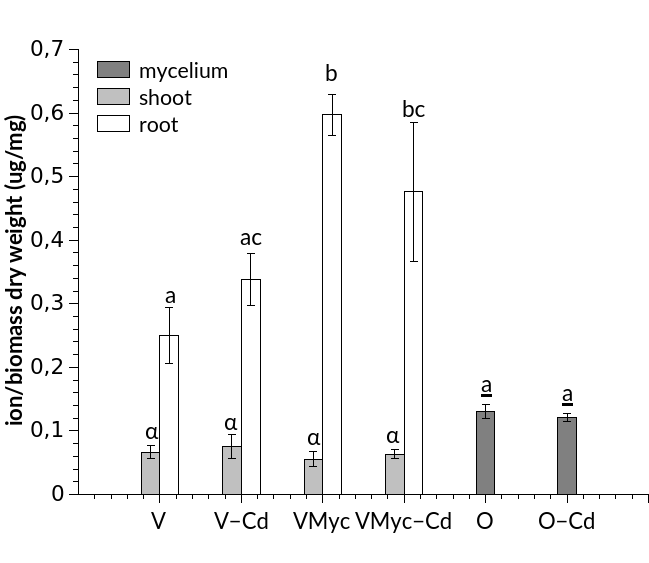
**

**Supplementary Figure S3. Fe concentrations in *V. myrtillus* roots and shoots and in *O. maius* Zn*.*** Fe concentrations were quantified in the roots and in the shoots of mycorrhizal and non-mycorrhizal *V.* *myrtillus* seedlings and in *O. maius* Zn mycelium, grown under control and Cd-stressed conditions. Bars represent the mean ±SD, n=4. Different letters (greek letters for shoots, latin letters for roots, latin underlined letters for mycelium) indicate statistically significant differences (*p < 0.05*) according to ANOVA with Tukey’s as post hoc test.

**
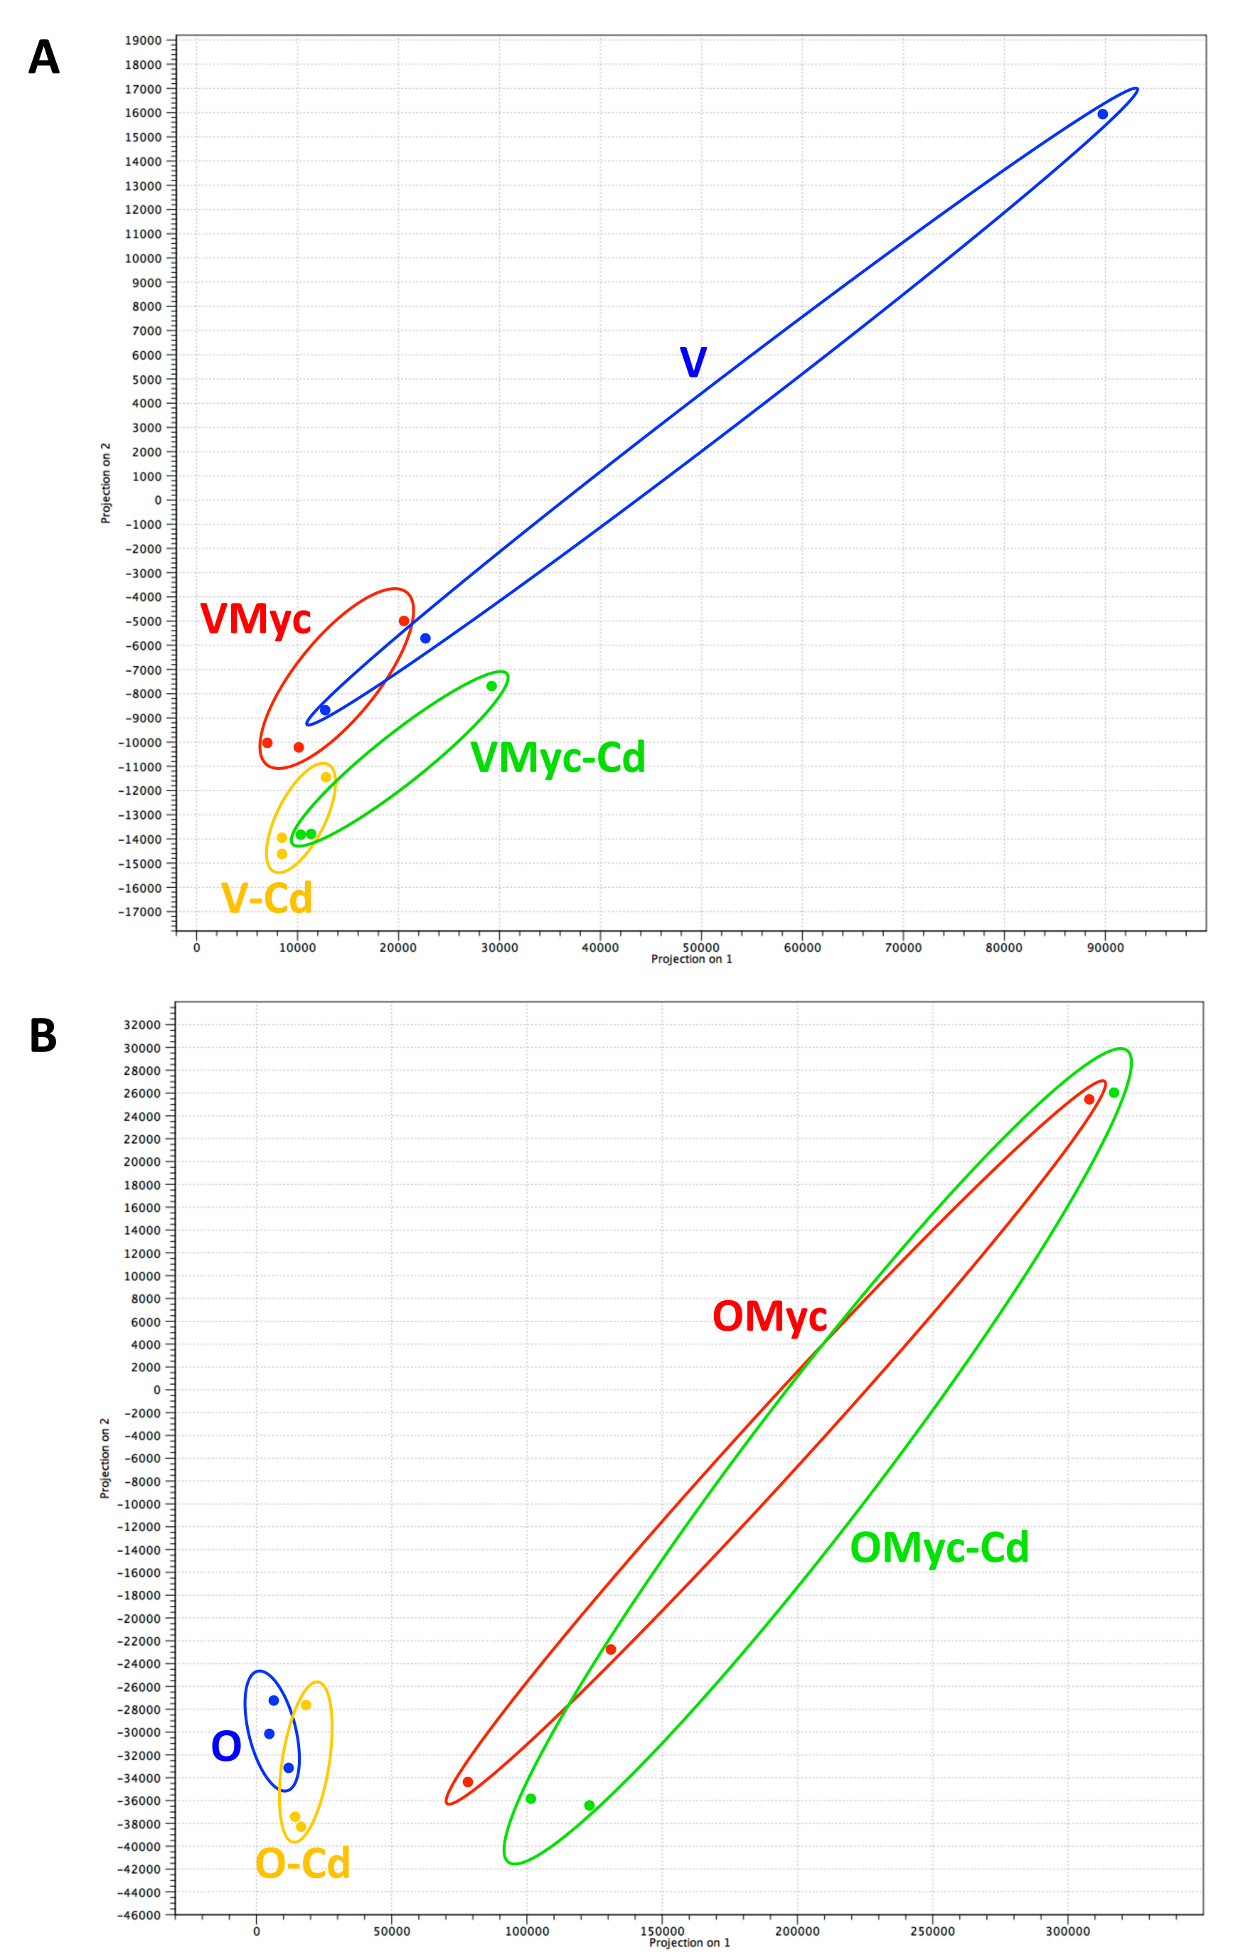
**

**Supplementary Figure S4. Principal Component Analysis (PCA) of *O. maius* Zn and *V. myrtillus* transcriptomes.** PCA analysis of *V. myrtillus* (A) and *O. maius* Zn (B) transcriptome data sets. Biological replicates of the different experimental conditions were indicated with different colors. A: *V. myrtillus* roots exposed (V-Cd) or not (V) to 1 µM Cd; *V. myrtillus* mycorrhizal roots exposed (VMyc-Cd) or not (VMyc) to 1 µM Cd. B: *O. maius* Zn free living mycelium exposed (O-Cd) or not (O) to 1 µM Cd; *O. maius* Zn colonizing *V. myrtillus* roots exposed (OMyc-Cd) or not (OMyc) to 1 µM Cd.

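On untransformed RPKM, OMyc replicate 2 and OMyc-Cd replicate 1 lay far from the other mycorrhizal samples on the first component (218280 and 227190, against -16862 to 36974 for the others). On log2(RPKM + 1), the same samples lay at 83.7 and 63.0, between 60.9 and 83.7 with the other mycorrhizal samples.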

**Supplementary Figure S5. KEGG enrichment analysis of *V. myrtillus* and *O. maius* Zn regulated genes (p<0.05).** A list of significantly enriched biochemical and metabolic pathways found in the KEGG Pathway database was generated for *V. myrtillus* (V) and for *O. maius* Zn (O) regulated genes (*p<0.05*) considering the three pairwise comparisons (see Table S1 for acronym explanation). The darker part of the histograms represent the number of transcripts belonging to each specific KEGG class over the number of all annotated and regulated transcript/genes in the given comparison. The values reported near each histogram are p. adjust values, which were corrected according to the Beniamini-Hochberg test.

**
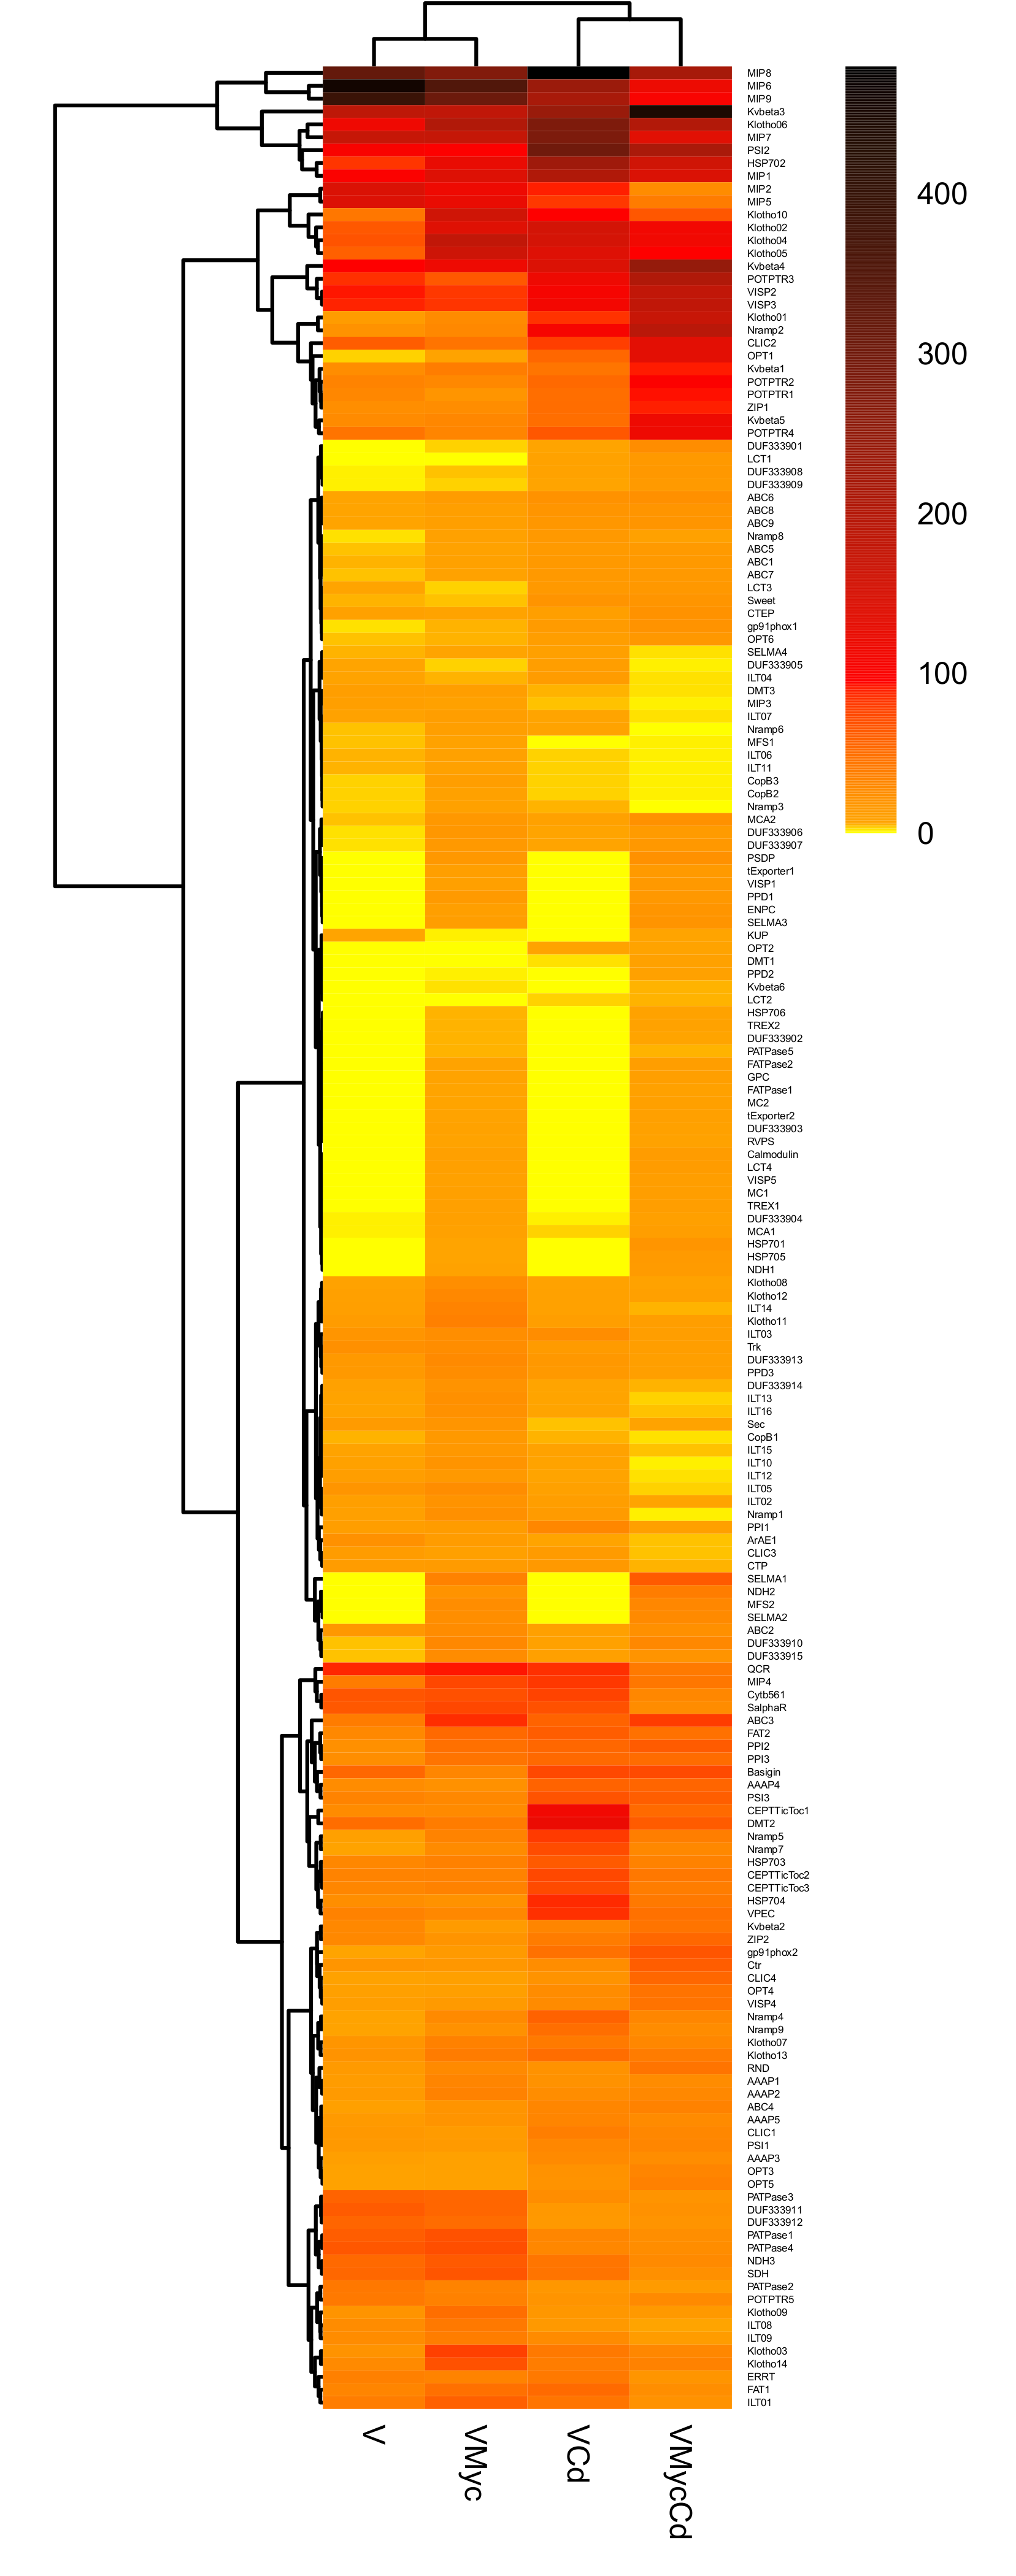
**

**Supplementary Figure S6. Cd-exposure and mycorrhizal effects on the expression pattern of *V. myrtillus* putative TPs families.** Double hierarchical clustering of the regulated (*p<0.05*) putative TPs of *V. myrtillus*. Rows are grouped according to the expression profile, whereas columns are ordered by the condition hierarchical clustering. The color is representative of the mean expression value of each transcript (see tif image 1).

**
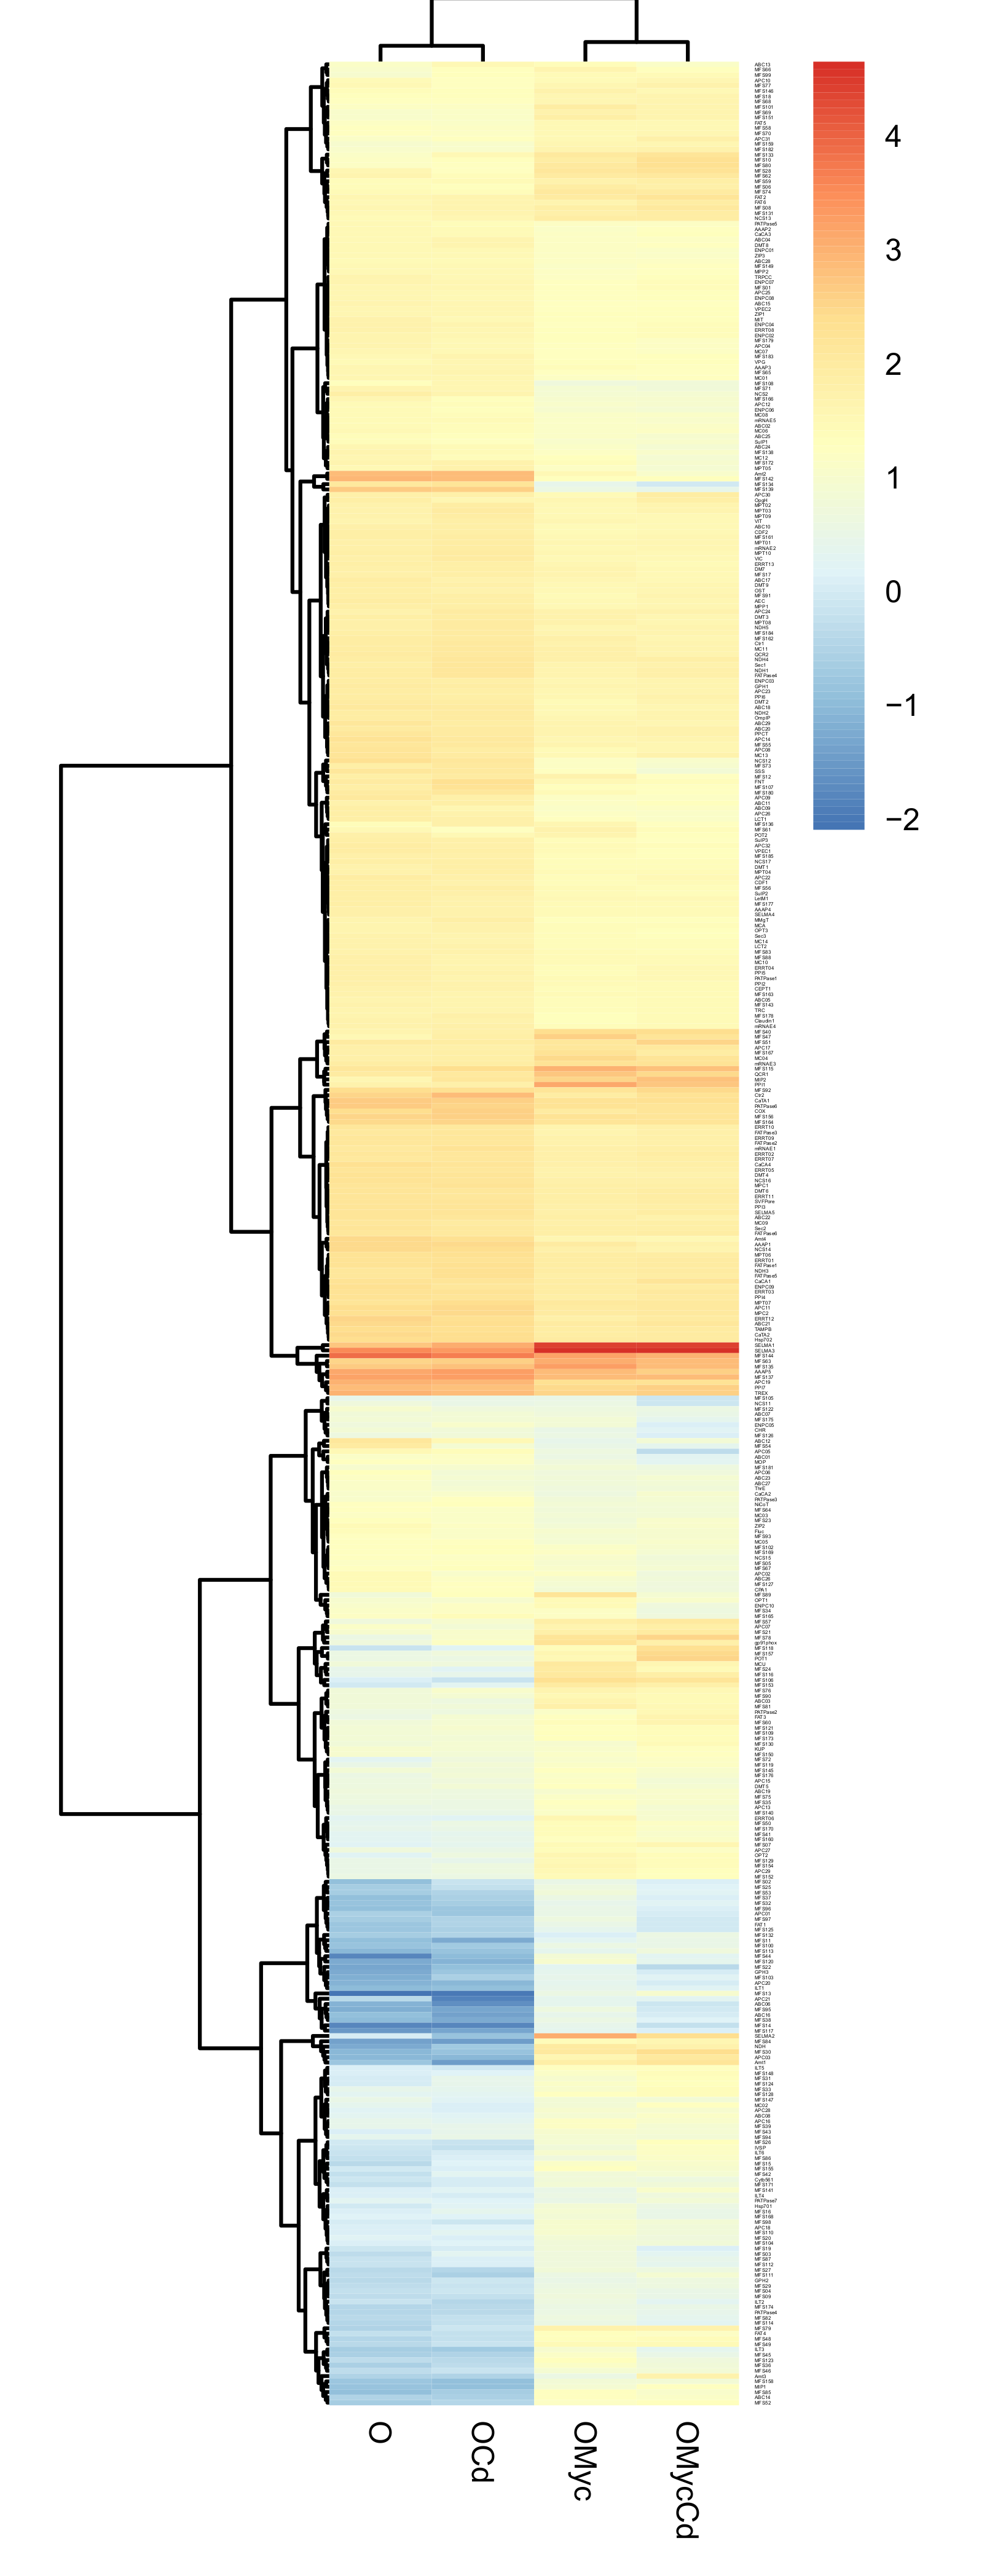
**

**Supplementary Figure S7. Cd-exposure and mycorrhizal effects on the expression pattern of *O. maius* Zn putative TPs families.** Double hierarchical clustering of the regulated (*p<0.05*) putative TPs of *O. maius* Zn. Rows are grouped according to the expression profile, whereas columns are ordered by the condition hierarchical clustering. The color is representative of the Log_10_ of mean expression value of each transcript (see tif image 2).

## Supplementary Tables

**Table S1. E**xperimental comparisons considered for *O. maius* and *V. myrtillus* in the analysis of the RNAseq data, with acronym explanation.

| **Organism** | **Comparison** | **Brief description** |
| --- | --- | --- |
| *V. myrtillus*  (V) | V-Cd vs V | Plant genes regulated by Cd in the free living status |
|  | VMyc vs V | Plant genes regulated by symbiosis on control medium |
|  | VMyc-Cd vs VMyc | Plant genes regulated by Cd in the mycorrhizal status |
| *O. maius* Zn (O) | O-Cd vs O | Fungal genes regulated by Cd in the free living status |
|  | OMyc vs O | Fungal genes regulated by symbiosis on control medium |
|  | OMyc-Cd vs OMyc | Fungal genes regulated by Cd in the mycorrhizal status |

**Table S2. Percentage of regulated transcripts in the *V. myrtillus* *de novo* assembly.** Homology of *V. myrtillus* transcripts with the *A. thaliana* and the *V. macrocarpon* annotated genomes after *de novo* assembly. The number and percentage of transcripts with significant p-values (*p<0.05*) in the different comparisons that found a match with the two reference genomes are indicated (see Table S1 for acronym explanation).

|  | **Total n° of**  ***V. myrtillus* contigs p<0.05** | **Total n° of matches on**  ***A. thaliana* annotated transcripts** | **%**  ***A. thaliana* hits** | **Total n° of matches on**  ***V. macrocarpon* annotated transcripts** | **%**  ***V. macrocarpon* hits** |
| --- | --- | --- | --- | --- | --- |
| V-Cd vs V | 439 | 227 | 51.71% | 216 | 49.20% |
| VMyc vs V | 471 | 217 | 46.07% | 207 | 43.95% |
| VMyc-Cd vs VMyc | 876 | 453 | 51.71% | 459 | 52.40% |

**Table S3.** List of *V. myrtillus* and *O. maius* Zn significantly regulated genes (see Excel file)

**Table S4.** List of *V. myrtillus* putative transporters (see Excel file)

**Table S5.** List of *O. maius* Zn putative transporters (see Excel file)

How the deposited data were processed for this re-analysis (not part of the article)

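RNA of O. maius Zn was measured in 12 samples, 3 from each of the 4 groups O, O-Cd, OMyc and OMyc-Cd, with 1 μM Cd where Cd was given and sampling at 45 days. Groups were taken from the sample labels. The authors trimmed and aligned the reads with CLC Genomics Workbench and deposited, for 16703 gene models, counts of reads that map to a single gene and counts of all reads assigned to the gene, without normalization. The authors also deposited RPKM, computed from the total gene reads: the gene length implied by the deposited RPKM and counts differed between samples by a relative 4.36e-08 at most. The group means of RPKM differed by less than 1e-05 in relative terms from those in Table S5.

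The total gene reads per sample ranged from 24088363 to 31299122 in free-living mycelium and from 5914816 to 12527480 in mycorrhizal mycelium. Counting error is small at this depth for genes with many reads and large for genes near the minimum of 10 reads.

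Before the data were examined, edgeR was set as the test for raw counts and limma on log2(RPKM + 1) for normalized values. The files hold counts as well as RPKM, and the test set for counts was used. edgeR 4.0.16 (R 4.3.3) was run on the total gene reads, with TMM normalization and the quasi-likelihood test, on the 6 samples of each comparison and on genes with at least 10 reads in at least 3 samples. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05, and regulated genes had a ratio of mean RPKM above 2 or below 0.5. The interaction of Cd and lifestyle was tested on all 12 samples. Shares of variance were computed on log2(RPKM + 1), as the sum of squares between the levels of a factor over the total. They were tested by exact permutation, and no share was computed for the interaction. The correlations and Ward.D2 clustering of transporters used log10(mean RPKM + 0.01). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the summaries and plots.

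The tests were tested on simulated data, with negative binomial counts at the depths and dispersions of the samples. With 200 genes changed by a factor of 4 among the O and O-Cd libraries, edgeR called 83.5% of them with 18 false calls, DESeq2 88.5% with 49 and limma 76.5% with 14. With no gene changed among these libraries, edgeR called 0 genes, DESeq2 29 and limma 0. With no gene changed among the OMyc and OMyc-Cd libraries, edgeR called 4 genes, DESeq2 11 and limma 0. Calls can thus be made with 3 samples per group for genes changed by a factor of 4. Smaller changes were not simulated. The 120 genes listed as up-regulated in O-Cd vs. O had a smaller median log2 fold change, 1.46. Among the O and O-Cd libraries, false calls were 18 of 185 calls with edgeR, 49 of 226 with DESeq2 and 14 of 167 with limma. Each share is above the adjusted threshold. Among the OMyc and OMyc-Cd libraries, they were 8 of 195, 25 of 212 and 10 of 186, with only edgeR's share under it.

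Genes named in the text were chosen before the data were examined: those with the largest and smallest ratios per comparison among genes whose samples did not overlap, the members of the Amt, MIP, P-type ATPase, FAT and APC families in Table S5, the MFS members that Table S5 marks as up-regulated in OMyc-Cd vs. OMyc, the first and last genes of the O-Cd vs. O list of Table S3, and the genes of that list with the KEGG definitions the paper names. Where there were many, they are given as counts and ranges.

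The alternatives set before the data were examined were no filter on low counts, DESeq2 1.42.0 with its size factors, all 12 samples in one fit, the replicate number as a block, the fold change from the log2 coefficients, a pseudocount of 0.1, no trend in limma's eBayes, other transformations of the transporter means, and leaving out each sample in turn. After the values had been seen, 15 further settings were tried, most of them after the counts had been compared with the paper's Table 1. They comprised unique gene reads, limma 3.58.1 on log2(RPKM + 1) (genes with at least 1 RPKM in 3 samples), a subtraction of each sample's background, 7 versions of Baggerley's test and 5 other fits of O-Cd vs. O. The 7 versions of Baggerley's test, the test that the paper names, took RPKM, total reads or unique reads as input, and the normal or the t distribution as reference, and for RPKM with the normal distribution the p-values were adjusted over all gene models or over the genes with reads. The paper's text does not name these details. The adjustment over all gene models was chosen because it came closest to the adjusted p-values of Table S3; RPKM and the normal distribution were the input and reference whose counts and adjusted p-values were nearest to the paper's. None of the 15 replaced edgeR in the values given at the claims.

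The list of CAZymes and of small secreted proteins is not used here, and neither are the V. myrtillus data.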

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

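The tests of background and depth in this part were chosen before their results were seen.

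The response to Cd differed between the lifestyles: the interaction of Cd and lifestyle had an adjusted p-value under 0.05 for 928 of 15243 genes, with 3427 genes at an unadjusted p-value under 0.05 where 762 would be expected. The change with Cd was higher in symbiosis for 325 of them and lower for 603. Across the 13968 genes tested in both lifestyles, the log2 fold changes of O-Cd vs. O and OMyc-Cd vs. OMyc had a Pearson correlation of -0.093 across genes, which are not independent replicates. Gene 26071 rose with Cd in the free-living mycelium and fell in symbiosis, in all samples of each comparison (interaction log2 fold change -6.61, adjusted p = 0.00091).

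An even background of reads in the mycorrhizal libraries was tested by subtracting each sample's level. The count was then 982 genes, so this background does not account for the size of the count. Sequencing depth was tested by thinning all libraries to 5914816 reads, which gave 788 genes. These counts do not tell whether the genes were the same ones. Grouping was tested by relabelling Cd within each lifestyle: of the 32 regroupings that part all samples with the same number, 1, the real one, gave as many genes. The next swaps the Cd labels of all samples of a lifestyle, which keeps the real groups and turns the difference of the Cd effects of the lifestyles into their sum; it gave 921 genes. The others gave at most 132. The relabelling thus shows that the Cd groups matter, and not that the response differs between the lifestyles, for which the evidence is the interaction test itself. Reads shared between genes had little weight, since unique reads gave 937 genes. With DESeq2 the count was 1553, and with the replicate number as a block 924. Leaving out each sample in turn gave from 464 to 1615 genes. A response to Cd that depends on symbiosis is a candidate explanation. Plant reads assigned to particular fungal genes, and differences between library batches, were not tested, so the pattern cannot be told apart from these.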

How the results depend on the processing

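The cause was not tested for any change in this part unless a value is given for it.

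In O-Cd vs. O, the result changed with the test. No gene was significant with edgeR (2620 at an unadjusted p-value under 0.05), without a filter (2732 unadjusted) or with unique reads (2609 unadjusted). None was with the background subtracted (2620 unadjusted), but the level subtracted was 0 in the free-living samples, so this run repeats the first. The level was taken from genes chosen as under 0.1 RPKM in these samples, so it does not test for a background in them. DESeq2's size factors and test gave 742 significant, 290 up-regulated and 121 down-regulated genes, 86 and 70 of them specific, and 1096 down-regulated genes in OMyc-Cd vs. O-Cd and 1553 genes with a different Cd effect in symbiosis. All 12 samples in one fit gave 674, 284 and 85 genes in O-Cd vs. O, 92 and 44 of them specific, 1176 significant genes in OMyc-Cd vs. OMyc and 88 specifically up-regulated there. The replicate block gave 6, 4 and 2 genes against 0 without the block. The fold change from log2 coefficients gave 1108 down-regulated genes in OMyc-Cd vs. O-Cd.

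The following settings were run after seeing the data. Of these, limma on log2(RPKM + 1) had been set beforehand for normalized values. The others were chosen after seeing the data. limma on log2(RPKM + 1) gave 141, 106 and 14 genes in O-Cd vs. O, 44 and 4 of them specific, and 1276 significant genes in OMyc-Cd vs. OMyc. limma with the count filter gave 134, 103 and 13, the edgeR likelihood ratio test 605, 310 and 118, and DESeq2 without a filter 696, 312 and 110 genes in O-Cd vs. O. The robust and legacy versions of edgeR's test gave 0 (2588 and 2620 unadjusted). With the background subtracted, 1927 genes were up-regulated in OMyc vs. O (1802 specifically), 235 specifically up-regulated in OMyc-Cd vs. OMyc, and the transporter correlation of OMyc and OMyc-Cd was 0.906.

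Baggerley's test on RPKM with the normal distribution gave 500, 121 and 14 genes in O-Cd vs. O (68 and 4 specific), 1637 up-regulated in OMyc vs. O (1519 specific), 746 significant and 204 down-regulated in OMyc-Cd vs. OMyc (194 specific) and 1175 up-regulated in OMyc-Cd vs. O-Cd. Adjusted over genes with reads, it gave 505, 122 and 16 genes in O-Cd vs. O, 1637 up-regulated in OMyc vs. O, and 746 significant and 204 down-regulated in OMyc-Cd vs. OMyc. With the t distribution on RPKM, OMyc vs. O had 6 significant, 6 up-regulated (6 specific) and 0 down-regulated genes (0 specific), OMyc-Cd vs. OMyc had 0, 0 and 0 (0 and 0 specific), OMyc-Cd vs. O-Cd had 0, 0 and 0, and 1 transporter was regulated by symbiosis and 0 by Cd only; at an unadjusted p-value under 0.05 there were 4854, 789 and 5310 genes in these comparisons, and 599 in O-Cd vs. O, where 0 passed. On total reads, the normal distribution gave 2016, 390 and 78 genes in O-Cd vs. O and 3424 significant genes in OMyc-Cd vs. OMyc; the t distribution gave 5, 1 and 0 in O-Cd vs. O, 53, 16 and 30 in OMyc vs. O, and 121, 52 and 5 in OMyc-Cd vs. OMyc. On unique reads, the normal distribution gave 2027, 389 and 78 in O-Cd vs. O and 3614 significant in OMyc-Cd vs. OMyc; the t distribution gave 5, 1 and 0 in O-Cd vs. O, 94, 38 and 46 in OMyc vs. O, and 165, 62 and 14 in OMyc-Cd vs. OMyc.

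With each sample left out in turn, O-Cd vs. O had from 0 to 8 significant, 0 to 6 up-regulated and 0 to 2 down-regulated genes (0 to 2 and 0 to 1 specific). OMyc vs. O had from 4034 to 6683 significant genes and from 1886 to 2904 specifically up-regulated. OMyc-Cd vs. OMyc had from 974 to 4228 significant and 381 to 1419 down-regulated genes, 366 to 1391 specifically. The genes with a different Cd effect numbered from 464 to 1615. The share of variance of Cd ranged from 6.01% to 7.41%, with a permutation p-value of 0.05 or more in 5 of the 12 cases, and the transporter correlation of OMyc and OMyc-Cd from 0.906 to 0.917. The share of variance of symbiosis stayed from 68.0% to 70.0%, past the threshold in each.

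Without a log transformation, the transporter correlations were 0.995 between OMyc and OMyc-Cd, 0.959 between O and O-Cd, 0.403 between O and OMyc and 0.397 between O-Cd and OMyc-Cd. With log10(mean + 1), that of O-Cd and OMyc-Cd was 0.629.

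Of the 31 log2 fold changes of 21 named genes, 27 kept their side of the threshold in every fit that left out a sample, and none reversed in any setting. With Baggerley's test on RPKM with the t distribution, 22 of 30 were no longer past the threshold, and 8 kept their side. The 7 values of O-Cd vs. O and gene 143328 in OMyc-Cd vs. OMyc (edgeR adjusted p = 0.29) had not passed with edgeR either. In O-Cd vs. O, where none passed with edgeR, 7 did with each of DESeq2, limma on log2(RPKM + 1), all 12 samples in one fit, and Baggerley's test on RPKM with the normal distribution. With all 12 samples in one fit, MIP gene 42530 was no longer past the threshold in OMyc-Cd vs. OMyc (adjusted p = 0.0561). The pseudocount of 0.1 applies only to the shares of variance, and no trend in eBayes does not apply to edgeR, so it was not run. The 430 transporters were listed by the paper as regulated, so their stability says nothing of other transporters.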

Differences from the paper's values

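In O-Cd vs. O, the paper reports 501 significant, 120 up-regulated and 14 down-regulated genes, and edgeR gave 0, 0 and 0 (2620 genes at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2 (742) and all 12 samples in one fit (674) came within a factor of 1.5 of the significant genes, and none did for the up-regulated (290 and 284) or down-regulated genes (121 and 85). The paper's specific genes in this comparison are 68 up-regulated and 4 down-regulated, against 0 and 0. DESeq2 (86) and all 12 samples in one fit (92) came within that factor for the former and none for the latter.

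In OMyc vs. O, 2949 genes were up-regulated against the paper's 1636, and 2834 specifically against the paper's 1518. Leaving out OMyc replicate 1 (1976 and 1886) or replicate 2 (2260 and 2166) closed the gap, and no other alternative set before the data were examined did. The same 2 settings gave 4034 and 4267 significant genes in this comparison against the paper's 7597, a gap of more than a factor of 1.5 that edgeR on all samples (6849) does not have. In OMyc-Cd vs. OMyc, 2031 genes were significant against the paper's 743, and leaving out OMyc-Cd replicate 2 (974) was the only such alternative that closed the gap. There were 668 down-regulated genes against the paper's 198, and 640 specifically against the paper's 188, with no such alternative closing either gap. For transporters regulated by Cd only, 4 were found against the paper's 17, and no setting closed the gap. The rule used here also counts OMyc-Cd vs. O-Cd as symbiosis. By this rule, the paper's marks in the 430 genes of Table S5 that could be read give 5 such genes. They give 425 regulated by symbiosis, above the 405 of the paper's text, so its text follows another rule. The gap thus cannot be laid to the test.

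Of 15 settings that were run after seeing the values, 7 were versions of Baggerley's test. The version on RPKM with the normal distribution was chosen after seeing the values. It was picked out from the 7 because its counts and its adjusted p-values are nearest to the paper's. It gave 500, 121 and 14 genes in O-Cd vs. O (68 and 4 specific) and 1637 up-regulated in OMyc vs. O (1519 specific). In OMyc-Cd vs. OMyc it gave 746 significant and 204 down-regulated genes (194 specific). The same version adjusted over genes with reads, also chosen after seeing the values, gave 505, 122 and 16, then 1637, and then 746 and 204. The adjusted p-values of the former version, over all gene models, had a median ratio of 1.0016 to the paper's over 132 genes of the O-Cd vs. O list of Table S3, and all 134 genes of that list fell under the threshold. Over the genes of Table S5, the same calls as the paper's were made for 430 of 430 genes in O-Cd vs. O. They were made for 427 in OMyc vs. O, 427 in OMyc-Cd vs. OMyc and 429 in OMyc-Cd vs. O-Cd. However, the ratios of the adjusted p-values spread more widely outside O-Cd vs. O. In OMyc-Cd vs. O-Cd, they ran from 0.398 to 1.86 with the lowest and highest ratios set aside. This range covers 325 genes, without those with the smallest p-values in the paper, so the full spread is at least as wide. The versions on total reads or unique reads, and those with the t distribution, closed none of the gaps in Table 1. For the significant genes of O-Cd vs. O, the edgeR likelihood ratio test (605) and DESeq2 without a filter (696), chosen after seeing the values, also came within a factor of 1.5. For the up-regulated and down-regulated genes of that comparison, limma with the count filter (103 and 13), chosen after seeing the values, did so as well. So did limma on log2(RPKM + 1) (106 and 14, with 4 specifically down-regulated). It was run after seeing the values, but had been set beforehand as the test for normalized values. With the background subtracted, chosen after seeing the values, OMyc vs. O had 1927 up-regulated genes, 1802 specifically.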

Other observations

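The tests in this part were chosen before their results were seen; the background in the mycorrhizal libraries and the dependence on the test had been noticed before.

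Mycorrhizal samples had from 75 to 414 genes without reads, and free-living samples from 822 to 963, although the free-living libraries were deeper. With every library thinned to 5914816 reads, the free-living library with the fewest genes without reads had 1355. Thinning can only raise this number, so the test had to come out this way and is no evidence about depth; the deeper libraries already had more genes without reads, which is the opposite of what depth alone would give. The 648 genes under 0.1 RPKM in all free-living samples had median RPKM of 1.97, 1.58 and 0.341 in OMyc and of 0.336, 0.438 and 0.431 in OMyc-Cd. An even background of reads over all genes was tested by the spread of these genes. Their mean interquartile range on the log2 scale was 1.36, against 1.89 for the genes lowest in mycorrhizal mycelium in the free-living samples, a ratio of 0.722. The narrower band is consistent with an even background, whose source was not tested.

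With edgeR, 2.62 times as many genes were down-regulated as up-regulated in OMyc-Cd vs. OMyc, and the background was higher in OMyc replicates 1 and 2. With the background subtracted, the ratio was 1.428. An even background may account for part of this ratio. A response to Cd is not excluded, and the number of genes in the interaction described above did not fall. More genes were up-regulated in OMyc vs. O with edgeR (2949) than in the paper's Table 1 (1636), and 1927 were with the background subtracted. The paper's count comes from the same libraries, however. Without any subtraction, Baggerley's test with the normal distribution gave 1637 on RPKM, but 3490 on total reads and 3474 on unique reads, and edgeR gave 1976 without OMyc replicate 1 and 2260 without replicate 2. The count thus depends on the test, on the values it is run on and on these samples, and these runs do not tell which of them, or the background, made the gap.

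The number of significant genes in O-Cd vs. O depends on the test. On simulated counts with no changed gene, Baggerley's test on RPKM with the normal distribution called 31 genes, against 500 on the data, and with the t distribution it called 0. On the simulated OMyc and OMyc-Cd counts with no changed gene, the 2 versions called 90 and 0. With 200 genes changed by a factor of 4, the normal distribution gave 191 calls in the first layout and 183 in the second, and the t distribution gave 0 in both, so its 0 on unchanged genes says nothing of its calibration. The normal distribution in Baggerley's test may thus add calls: 31 is above the mark of 5% of the calls on the data that was set for this test, but far under 500. DESeq2 may add calls too: it called 29 genes on simulated O and O-Cd counts with no changed gene, against 742 on the data.

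An overlap between genes higher in O-Cd than in O and genes higher in OMyc than in O can come from the shared control samples. With a different O sample as the control of each comparison, the overlap was 2.627 times the number expected for independent lists, against 3.19 with the same O sample. Shared controls may account for part of the overlap and leave the rest.

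OMyc replicate 2 and OMyc-Cd replicate 1 lay far along the first principal component of untransformed RPKM. Of the squared loadings of this component, 5 genes hold 92.52%, so it mostly follows these genes. They held 26.8% and 27.6% of the reads in these 2 samples and from 5.4% to 10.0% in the other mycorrhizal samples, so they did not take most of the counts in any sample. No biological explanation was tested.

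The 6 samples of each comparison can be split in 10 ways, so no share under 0.1 is possible. Of these splits, 4 part all 3 pairs of samples with the same number, as the real one does, and the other 6 part only 1 pair. For O-Cd vs. O, 4 of the 4 comparable splits gave as many significant, up-regulated or down-regulated genes, since the real count is 0; without adjustment, the real split gave 2620 genes and the other comparable splits at most 643. In OMyc vs. O, in OMyc-Cd vs. OMyc and in OMyc-Cd vs. O-Cd, only the real one, 1 of 4, gave as many significant, up-regulated or down-regulated genes, and the other comparable splits gave 0 significant genes, with at most 290, 1173 and 89 at an unadjusted p-value under 0.05. The splits that part only 1 pair gave at most 889, 1091 and 169 such genes, and 1061 in O-Cd vs. O. With Baggerley's test on RPKM with the normal distribution, 1 of 4 splits gave as many significant genes in O-Cd vs. O, in OMyc vs. O and in OMyc-Cd vs. O-Cd. In OMyc-Cd vs. OMyc, 3 of 4 did, with up to 1311 genes in a comparable split that is not the real one, against 746 in the real one. The splits that part only 1 pair gave at most 42 genes in O-Cd vs. O, 499 in OMyc vs. O and 781 in OMyc-Cd vs. O-Cd, but up to 3436 in OMyc-Cd vs. OMyc, where OMyc replicates 1 and 2 and OMyc-Cd replicate 1 were set against the other samples. The count of this test in OMyc-Cd vs. OMyc thus does not stand out from those of wrong splits.

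Deviations from the group mean correlated across genes by 0.082 on average between O and O-Cd samples with the same number and by -0.04 between those with different numbers. For OMyc and OMyc-Cd, the averages were -0.017 and 0.008, and for O and OMyc 0.058 and -0.033. For O-Cd and OMyc-Cd they were 0.085 and -0.042. The values with the same number, from 0.081 to 0.087, did not overlap those with different numbers, from -0.095 to 0.011. Deviations from the mean of 3 samples sum to 0, which ties the average for different numbers to that for the same number, with the opposite sign. The contrast between the averages is thus largely set by the centring and is no separate evidence of pairing. With the replicate block, 6 genes were significant in O-Cd vs. O, against 0 without it, and 7586 in OMyc-Cd vs. O-Cd, against 7634.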
